# Diversification of the *Caenorhabditis* heat shock response by Helitron transposable elements

**DOI:** 10.7554/eLife.51139

**Published:** 2019-12-11

**Authors:** Jacob M Garrigues, Brian V Tsu, Matthew D Daugherty, Amy E Pasquinelli

**Keywords:** heat shock, HSF-1, transposons, *Caenorhabditis*, *C. elegans*

## Abstract

Heat Shock Factor 1 (HSF-1) is a key regulator of the heat shock response (HSR). Upon heat shock, HSF-1 binds well-conserved motifs, called Heat Shock Elements (HSEs), and drives expression of genes important for cellular protection during this stress. Remarkably, we found that substantial numbers of HSEs in multiple *Caenorhabditis* species reside within Helitrons, a type of DNA transposon. Consistent with Helitron-embedded HSEs being functional, upon heat shock they display increased HSF-1 and RNA polymerase II occupancy and up-regulation of nearby genes in *C. elegans*. Interestingly, we found that different genes appear to be incorporated into the HSR by species-specific Helitron insertions in *C. elegans* and *C. briggsae* and by strain-specific insertions among different wild isolates of *C. elegans*. Our studies uncover previously unidentified targets of HSF-1 and show that Helitron insertions are responsible for rewiring and diversifying the *Caenorhabditis* HSR.

## Introduction

Heat Shock Factor 1 (HSF-1) is a highly conserved transcription factor that serves as a key regulator of the heat shock response (HSR) (Vihervaara et al., 2018). In response to elevated temperatures, HSF-1 binds well-conserved motifs, termed heat shock elements (HSEs), and drives the transcription of genes important for mitigating the proteotoxic effects of heat stress. For example, HSF-1 promotes the expression of heat-shock proteins (HSPs) that act as chaperones to prevent HS-induced misfolding and aggregation of proteins (Vihervaara et al., 2018). More recently, HSF-1 has been identified as having non-canonical roles in transcriptional programs distinct from the HSR, such as during development (Li et al., 2016) and carcinogenesis (Mendillo et al., 2012), underscoring the importance of this ancient transcription factor.

Due to the central role HSF-1 has in launching the HSR, much work has been done to determine direct HSF-1 targets by identifying associated genes under different conditions (Gonsalves et al., 2011; Guertin and Lis, 2010; Li et al., 2016; Mahat et al., 2016; Mendillo et al., 2012; Solís et al., 2016). However, most of these studies have focused on HSF-1 binding sites that do not overlap with repetitive sequences such as transposons, potentially leaving a large gap in our understanding of the types of genes that are part of the HSR. Indeed, in previous work, we serendipitously discovered that HSF-1 promotes the expression of a full-length autonomous transposable element (TE) known as a Helitron during heat shock (Schreiner et al., 2019). Helitrons are a type of DNA transposon that are unique due to their replication and subsequent transposition occurring via a rolling-circle ‘copy-and-paste’ mechanism, which includes replication in place that results in a circular double-stranded DNA intermediate (Grabundzija et al., 2018; Kapitonov and Jurka, 2007). While Helitrons were initially discovered in plants and *C. elegans* (Kapitonov and Jurka, 2001), they have since been identified in a diverse range of species, including humans (Kojima, 2018; Thomas and Pritham, 2015).

Transposable elements (TEs) are well-known agents of evolution that have the ability to rearrange genomes by moving DNA sequences from one region to another (Feschotte and Pritham, 2007). By providing regulatory sequences to regions within or near genes, these rearrangements can affect gene expression in *cis* (Bourque et al., 2018; Chuong et al., 2017). As a result, new genes can rapidly be incorporated into existing regulatory networks in a single event, bypassing a potentially lengthy process requiring multiple events to occur in both *cis* and *trans* (Sundaram and Wang, 2018). In the human genome, TEs have been proposed to supply a substantial number of functional transcription factor binding sites (Jiang and Upton, 2019; Jordan et al., 2003; Sundaram et al., 2014), underscoring their potential for shaping transcriptional programs. In a particularly striking example, endogenous retrovirus (ERV) TEs were found to harbor binding sites for core transcription factors in the mammalian interferon response and, in some cases, provide interferon-inducible enhancers for nearby genes (Chuong et al., 2016). Furthermore, systematic analyses of a set of primate-specific TEs revealed widespread enhancer roles in human embryonic stem cells (Fuentes et al., 2018; Pontis et al., 2019); a similar functional study of mouse TEs identified a small fraction that seem to act as enhancers in early development (Todd et al., 2019).

As TEs have a propensity to mobilize upon cellular stress (Chuong et al., 2017), this plasticity provides a potential means to increase genomic diversity and facilitate adaptation to harsh environments (McClintock, 1984). For example, in fission yeast, various stress conditions increase the mobilization of the Ty3/gypsy family retrotransposon *Tf1*, and new insertions affect the expression of adjacent genes that promote stress resistance (Esnault et al., 2019). Similarly, in *Arabidopsis*, the *copia*-type retrotransposon *ONSEN* becomes transcriptionally active during thermal stress and bestows heat-shock-responsiveness to genes near new insertions (Cavrak et al., 2014; Ito et al., 2011). Thus, TEs play diverse and widespread roles in shaping stress responses at the transcriptional level.

Our finding that a Helitron TE includes HSEs bound by HSF-1 during heat shock (HS) prompted us to map previously published HSF-1 binding data to repetitive regions in the *C. elegans* genome. In doing so, we aimed to determine the extent of HSEs associated with Helitron elements and to obtain a more complete picture of HSF-1-mediated gene induction during heat shock in *C. elegans*. We found that over half of the HSEs in the *C. elegans* genome reside within Helitrons. Consistent with the Helitron-embedded HSEs being functional, many acquire HSF-1 and display increased RNA polymerase II (Pol II) occupancy after HS and are located near up-regulated genes. Unlike evolutionarily conserved and canonical HSR target genes (controlled by Helitron-independent HSEs or Hin-HSEs), we found that Helitron-acquired HSEs (Hac-HSEs) control expression of specific G protein-coupled receptor (GPCR) and collagen genes, revealing numerous previously unidentified HSF-1 targets in *C. elegans*. Moreover, we detected Hac-HSEs in all *Caenorhabditis* genomes analyzed. Interestingly, we found that different genes appear to be recruited into the HSR by species-specific Helitron insertions in *C. elegans* versus *C. briggsae*. Furthermore, we found variability in Helitron position and, therefore, HS inducibility of individual genes, even among wild isolates of *C. elegans.* These findings suggest that recent mobility of Helitrons has altered the HSF-1-driven transcriptional response within the *C. elegans* population. Our studies reveal that Helitrons have incorporated new genes into the HSR in numerous *Caenorhabditis* species and provide a striking example of the ability of transposable elements to act as agents of evolution by rewiring transcriptional responses and increasing variation within and among populations.

## Results

### HSF-1 binds HSEs located within Helitrons

Our previous work showed that full-length copies of the DNA transposon *Helitron1_CE* contain HSF-1 binding motifs (termed heat shock elements, or HSEs) and are bound by HSF-1 during heat shock (Schreiner et al., 2019). Additionally, mRNA encoding the *Helitron1_CE*-embedded Rep-Helicase transposase was shown to be up-regulated during heat shock in an HSF-1-dependent manner (Schreiner et al., 2019), suggesting that some HSEs within Helitrons are functional and serve to promote expression of mRNAs. We therefore asked whether other types of Helitrons in the *C. elegans* genome associate with HSF-1 and contain HSEs. There are relatively few full-length copies of Helitrons in the genome and even fewer autonomous versions that are predicted to encode for a transposase (Hubley et al., 2016; Kapitonov and Jurka, 2001). Instead, the majority of the regions identified as Helitrons in the genome are non-autonomous and fragments of full-length versions, representing insertion events that have subsequently decayed throughout evolution. To determine if other types of Helitrons (both full-length and partial copies) associate with HSF-1 under non-heat shock (NHS) and heat shock (HS) conditions, publicly available HSF-1 ChIP-seq data (Li et al., 2016) were mapped to the *C. elegans* genome allowing for mapping to, but preventing pileup at, repetitive regions (see Materials and methods for details). After calling peaks and determining their summits, these regions were compared to annotated Helitrons in a genome-wide manner (UCSC Genome Browser RepeatMasker track, assembly ce11) to identify HSF-1-bound Helitrons. Similar to our observation with *Helitron1_CE*, four other types of Helitrons display HSF-1 binding in NHS conditions and increased binding during HS conditions: *HelitronY4_CE*, *HelitronY1_CE*, *HelitronY1A_CE*, and *Helitron2_CE* (Figure 1A).

**Figure 1.**
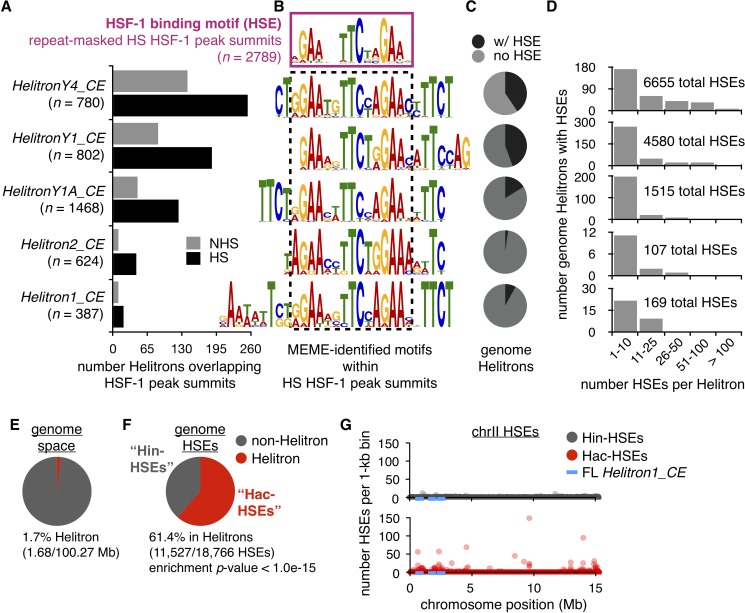
Helitrons contribute a significant number of HSEs to the *C. elegans* genome. (**A**) Number of Helitrons that overlap with 101 bp regions centered around HSF-1 peak summits (ChIP-seq data from Li et al. (2016); peaks called using MACS2, Zhang et al., 2008) in non-heat shock (NHS) and heat shock (HS) conditions. Helitron coordinates were obtained from the RepeatMasker track downloaded from the UCSC Genome Browser (genome assembly ce11, Kent et al., 2002). (**B**) *De novo* motifs extracted from 101 bp regions centered around HS HSF-1 peak summits using MEME (Bailey and Elkan, 1994). The HSE motif extracted from all repeat-masked HS HSF-1 peak summits is boxed with a solid purple line, while HSE-like motifs found within non-repeat-masked summits that overlap with Helitrons are boxed with a dashed black line. For repeat-masked HSF-1 peak summits, the displayed HSE motif is the most significant motif found. For Helitron-overlapping summits, displayed HSE-like motifs are within the top 10 significant motifs identified and are significantly similar to the HSE motif extracted from repeat-masked summits using the Tomtom motif comparison tool (q-value <1.0e-03) (Gupta et al., 2007). (**C**) Pie chart displaying the proportions of all genomic Helitrons in which HSEs are present (black) or absent (gray). HSEs were identified by scanning the genome with FIMO (q-value <0.05) (Grant et al., 2011) using MEME-derived output from repeat-masked HSF-1 peak summits. (**D**) Histograms displaying binned numbers of HSEs within all HSE-containing Helitrons found in the genome. Total numbers of HSEs that reside within each Helitron type are also shown. (**E**) Pie chart displaying the proportion of the *C. elegans* genome that is annotated as Helitron (red) or not (gray). (**F**) Pie chart displaying the number of HSEs in the *C. elegans* genome that reside within (red, hereafter referred to as Hac-HSEs) or outside of (gray, hereafter referred to as Hin-HSEs) annotated Helitrons. HSEs are significantly enriched within Helitron sequences (p<1.0e-15, binomial test). (**G**) Numbers of Hin- (gray) and Hac-HSEs (red) within 1 kb bins along the length of chromosome II (chrII). The approximate positions of full-length (FL) *Helitron1_CE* elements are shown using blue lines.

**Figure 1—figure supplement 1.**
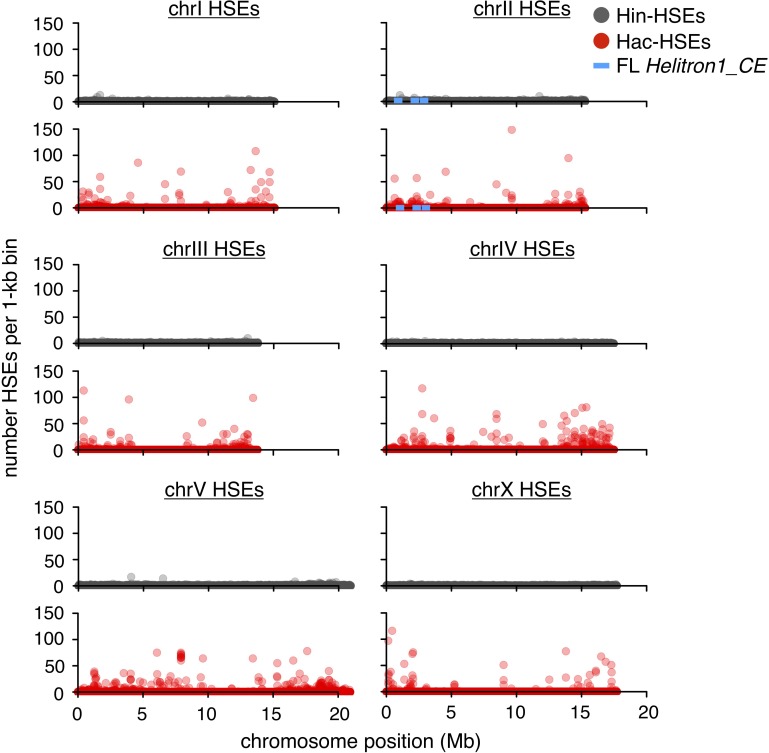
Genome-wide distributions of Hin- and Hac-HSEs. Numbers of Hin- (gray) and Hac-HSEs (red) within 1 kb bins along the length of each *C. elegans* chromosome. The approximate positions of full-length (FL) *Helitron1_CE* elements are shown using blue lines.

To determine the sequence within Helitrons bound by HSF-1, MEME (Bailey and Elkan, 1994) was used to extract *de novo* motifs from the Helitron-overlapping HSF-1 peak summits observed during HS conditions (Figure 1B). For comparison, HSEs were also extracted from HSF-1 summit regions observed during HS that do not overlap with any repetitive sequences (Figure 1B). As expected, HSF-1 peak summits within Helitrons were enriched for HSE-like motifs that were determined to be significantly similar to the repeat-masked HSE motif using the motif-comparison tool Tomtom (Gupta et al., 2007) (q-value <1.0e-03). Interestingly, the extended sequences in these HSE-like motifs are consistent with tandem HSEs overlapping with one another, suggesting they are repetitive in nature. Additionally, a comprehensive search for the presence of 130 experimentally determined *C. elegans* transcription factor binding motifs (Matys et al., 2006; Narasimhan et al., 2015; Weirauch et al., 2014) in Helitrons showed that the most enriched was the HSE (Supplementary file 1). Taken together, these findings reveal that Helitrons are enriched for HSEs and associate with HSF-1.

### Helitrons harbor the majority of HSEs found in the *C. elegans* genome

To examine the occurrence of HSEs within different classes of Helitrons, the positions of HSEs throughout the genome were identified using FIMO (Grant et al., 2011) (q-value <0.05) with the MEME-derived output from repeat-masked HSF-1 summits. Many, but not all, individual Helitrons contain HSEs, ranging from 2% of the *Helitron2_CE* class to 44% of the *HelitronY1_CE* class, yielding a total of 953 HSE-containing Helitrons (Figure 1C). While most HSE-containing Helitrons harbor between one and ten HSEs, eight copies of *HelitronY4_CE* possess more than 100 HSEs (Figure 1D), highlighting the potential of Helitrons to provide significant numbers of HSEs to the genome. Indeed, more than 10,000 total HSEs are found within these five Helitron classes (Figure 1D).

To determine whether Helitrons are significantly enriched for HSEs relative to the rest of the genome, the proportion of the genome annotated as Helitron was compared to the proportion of genomic HSEs found within Helitrons. As annotated Helitron positions often overlap with one another, summing these HSE numbers would inflate the actual number of Helitron-residing HSEs. After condensing any Helitrons with overlapping positions into single regions, 1.7% of the *C. elegans* genome (1.68/100.27 Mb) was determined to be Helitron (Figure 1E), which is consistent with the original estimate of 2% (Kapitonov and Jurka, 2001). Strikingly, we found that 61.4% (11,527/18,766) of genomic HSEs reside within Helitrons, while only 38.6% are found outside of Helitrons, resulting in a significant enrichment (p<1.0e-15, binomial test) (Figure 1F). These findings show that Helitrons provide the majority of HSEs to the *C. elegans* genome and, hereafter, we refer to these as Helitron-acquired HSEs (Hac-HSEs). The remaining HSEs are referred to as Helitron-independent HSEs (Hin-HSEs).

The observation that almost two-thirds of genome-wide HSEs reside within 1.7% of genomic space suggested that Hac-HSEs exist within high-density clusters. Indeed, while Hin-HSEs are evenly distributed within 1 kb bins along the length of chromosome II (chrII), high numbers of Hac-HSEs are clustered at distinct loci (Figure 1G); this pattern is consistent across all six *C. elegans* chromosomes (Figure 1—figure supplement 1). In summary, we find that Helitrons are enriched for HSEs that are often clustered (p<1.0e-15, Fisher’s exact test), and high HSE densities seem to be restricted to remnants of prior Helitron insertions.

### HSF-1 bound Helitron HSEs are enriched near genes up-regulated during heat shock

We next asked whether Hac-HSEs provide nearby genes with the ability to be induced upon heat shock. First, we identified HSF-1 binding events that overlapped Hac-HSEs or Hin-HSEs, using publicly available ChIP-seq data (Li et al., 2016). Similar numbers of HSF-1 peak summits during HS conditions were observed to contain Hac-HSEs (*n* = 556) and Hin-HSEs (*n* = 578) (Figure 2A). For both of these types of HSEs, the levels of HSF-1, as well as RNA polymerase II (Pol II), were generally higher under HS compared to non-HS conditions (Figure 2A). These results show that, like canonical HSEs, Helitron-embedded HSEs have the potential to promote transcription in response to HS via recruitment of HSF-1 and RNA Pol II.

**Figure 2.**
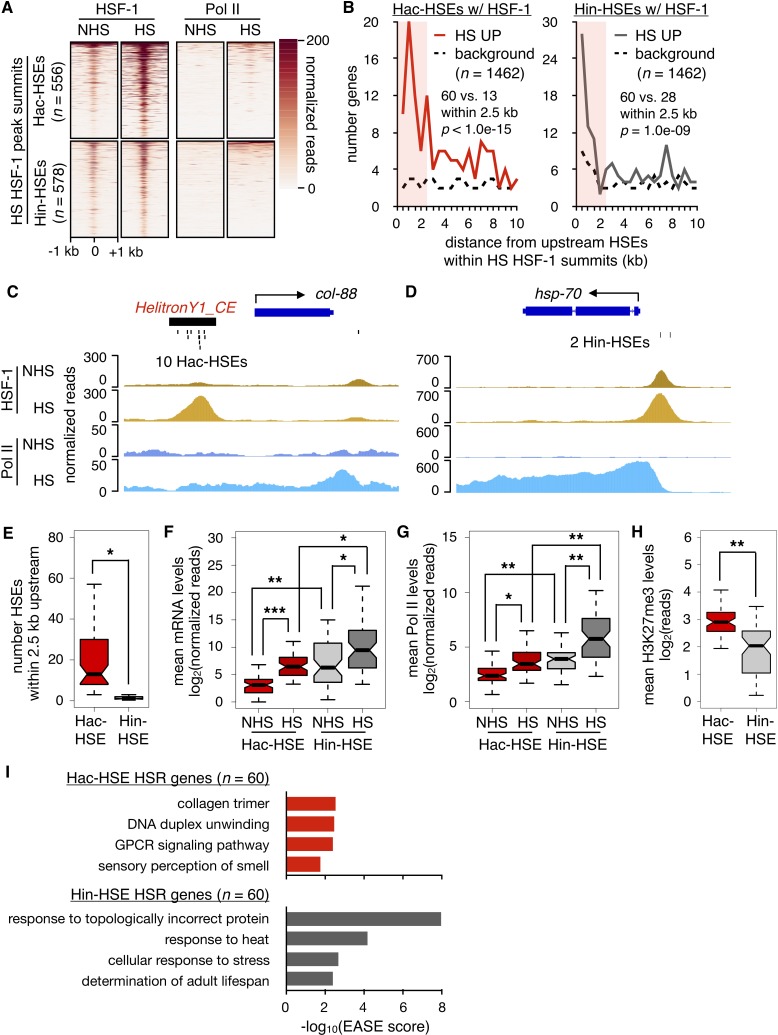
HSR genes with adjacent Hac- or Hin-HSEs display different properties. (**A**) Heatmap displaying normalized (see Materials and methods for details) HSF-1 and Pol II ChIP-seq reads over 2 kb regions centered on Hac-HSE- and Hin-HSE-containing HS HSF-1 peak summits. ChIP data are from Li et al. (2016). (**B**) Number of genes within 500 bp bins versus distance from upstream Hac- and Hin-HSEs that reside within HS HSF-1 peak summits. HS UP genes (*n* = 1462) are those with a fold change after HS >2 and an adjusted p-value<0.01 determined using DESeq2 (Love et al., 2014). For Hac-HSEs, 60 HS UP (red solid line) vs. 13 background (black dashed line) genes reside within 2.5 kb, resulting in a significant enrichment (p<1.0e-15, χ^2^ test). For Hin-HSEs, 60 HS UP (gray solid line) vs. 28 background (black dashed line) genes reside within 2.5 kb, resulting in a significant enrichment (p=1.0e-09, χ^2^ test). HS UP genes that have HSEs within HSF-1 peak summits less than 2.5 kb upstream from annotated transcriptional start sites are considered to be part of the heat-shock response (HSR genes). (**C**) Genome browser screenshot of normalized HSF-1 (goldenrod) and Pol II (blue) ChIP-seq reads (note scale differences) in the vicinity of the Hac-HSE HSR gene *col-88*. The 10 Hac-HSEs located within the *HelitronY1_CE* sequence found in the upstream promoter region are shown. (**D**) Genome browser screenshot of normalized HSF-1 and Pol II ChIP-seq reads (note scale differences) in the vicinity of the Hin-HSE HSR gene *hsp-70*. The two Hin-HSEs located in the upstream promoter region are shown below the gene structure. (**E**) Notched boxplot showing distributions of the number of HSEs located within 2.5 kb upstream of Hac- (red, *n* = 60) or Hin-HSE (gray, *n* = 60) HSR genes. Notches represent 95% confidence intervals of the median. (**F**) Notched boxplot showing distributions of DESeq2-normalized steady-state mRNA levels during NHS and HS conditions for Hac- or Hin-HSE HSR genes. As some Hac-HSE HSR genes were undetectable under NHS conditions, a single read was added to all genes to allow for log transformation. (**G**) Notched boxplot showing distributions of normalized Pol II ChIP-seq reads obtained during NHS and HS conditions over Hac- or Hin-HSE HSR gene bodies. (**H**) Notched boxplot showing distributions of H3K27me3 ChIP-seq reads using publicly available data obtained from L3 stage worms during NHS conditions (Ho et al., 2014) over Hac- or Hin-HSE HSR gene bodies. H3K27me3 data were obtained from the modMine database (intermine.modencode.org) (Contrino et al., 2012) under accession number modEncode_5051. For panels E-H, a single asterisk represents p<1.0e-04, double asterisks represent p<1.0e-08, and triple asterisks represent p<1.0e-12 (Welch Two Sample *t*-test). (**I**) Significantly enriched gene ontology (GO) terms identified using DAVID (Huang et al., 2009a; Huang et al., 2009b) for Hac-HSE (red) and Hin-HSE (gray) HSR genes.

**Figure 2—figure supplement 1.**
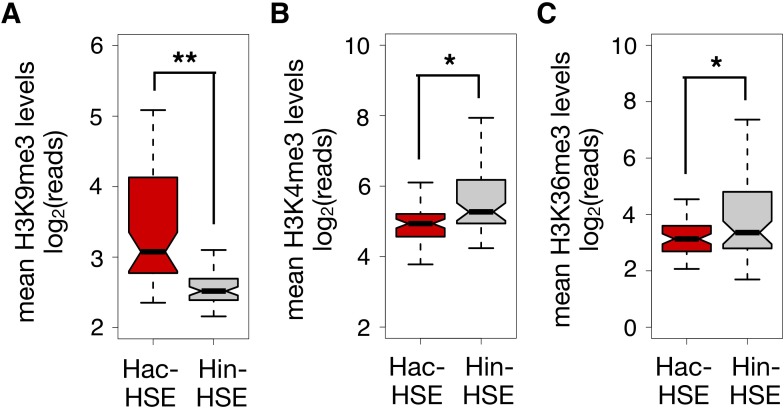
HSR genes with adjacent Hac- or Hin-HSEs display different levels of histone modifications associated with gene expression or repression. (**A**) Notched boxplot showing distributions of H3K9me3 ChIP-seq reads using publicly available data obtained from L3 stage worms during NHS conditions (Ho et al., 2014) over Hac- or Hin-HSE HSR gene bodies. H3K9me3 data were obtained from the modMine database (intermine.modencode.org) (Contrino et al., 2012) under accession number modEncode_5040. (**B**) Notched boxplot showing distributions of H3K4me3 ChIP-seq reads using publicly available data obtained from L3 stage worms during NHS conditions (Ho et al., 2014) over Hac- or Hin-HSE HSR gene 5’ regions (1 kb windows centered on annotated transcriptional start sites). H3K4me3 data were obtained from the modMine database under accession number modEncode_3576. (**C**) Notched boxplot showing distributions of H3K36me3 ChIP-seq reads using publicly available data obtained from L3 stage worms during NHS conditions (Ho et al., 2014) over Hac- or Hin-HSE HSR gene bodies. H3K36me3 data were obtained from the modMine database under accession number modEncode_3563. For panels **A-C**, a single asterisk represents p<0.01, and double asterisks represent p<1.0e-06 (Welch Two Sample *t*-test).

We then examined whether protein-coding genes near HSF-1-bound Hac-HSEs are up-regulated during heat shock. Transcriptional profiling (RNA-seq) was performed in NHS- and HS-treated L2 stage worms (matched to conditions used for published HSF-1 and Pol II ChIP-seq data) (Li et al., 2016), and the positions of up-regulated genes were compared to HSF-1-bound Hac-HSEs as well as Hin-HSEs (Figure 2B). 

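The *C. elegans* libraries came from whole L2 larvae of N2, the laboratory wild-type strain, with 3 biological replicates kept at 20 °C (NHS) and 3 held at 34 °C for 30 min (HS). The authors isolated total RNA with TRIzol and a DNase treatment and prepared stranded libraries with Illumina's total RNA kit. They assigned the single reads to mRNA transcripts with Salmon and normalized the counts with DESeq2. Normalized counts of 20213 genes per library are used here as the authors made them. They summed to between 32200000 and 32500000 in the NHS libraries and between 39400000 and 43000000 in the HS libraries. The 10 most abundant genes of each library held 7.40 to 7.75% of the NHS sums and 14.5 to 16.22% of the HS sums. From the spacing of the lowest values, the depth was estimated at 32800000, 39000000 and 36600000 reads for NHS replicates 1 to 3 and at 43900000, 41400000 and 28600000 reads for HS replicates 1 to 3. Between 89.2 and 90.2% of the low values in a library were whole multiples of its spacing within 0.05 reads, so integer counts were not recovered for every gene. Genes at 0 made up 12.23 to 12.9% of each NHS library and 5.62 to 7.19% of each HS library. Fold changes were fitted with limma on log2(normalized count + 1) for the 17551 genes with a mean of at least 2 over the 6 libraries. A gene was called up or down at an adjusted p under 0.01 and a fold change above 2 either way. The pseudocount shrinks the fold change of genes with few reads, and genes whose 3 NHS values were all 0 are given here by their HS values without a fold change. Scaling all libraries to equal totals moved the median log2 fold change of all tested genes from 0.04 to -0.32, and each list is set against that median. Positions are those of the WBcel235 annotation. Gene lists, thresholds and the rule for naming genes were set before these counts were examined, but with the paper's tables, which hold fold changes and means from the same libraries, already seen.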

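Small heat shock proteins and inducible HSP70 chaperones had the largest rises among the stress genes of heat-shocked *C. elegans* larvae. Of 13 cytosolic small heat shock proteins, which hold unfolding proteins in a refoldable state, 8 were up, 0 were down and 5 did not pass the test. The mRNA of *hsp-16.41* (chromosome V, 1805178 to 1805875) went from 833 ± 329 normalized counts (SD, n = 3) in NHS to 84454 ± 20938 in HS (log2 fold change 6.72, SE 0.42, adjusted p = 4.5e-04 from limma). Its family member *hsp-16.2*, which may share reads with it or other members, had a log2 fold change of 6.59 (SE 0.47). Of 6 HSP70 and HSP110 genes, 4 were up, among them *hsp-110*, which helps to dissolve aggregates (19342 ± 1089 to 149281 ± 29292 normalized counts, log2 fold change 2.93, SE 0.14). Of 12 genes for HSP90 and its partners, 3 were up, namely *dnj-13* (an HSP40, log2 fold change 1.62, SE 0.15), *unc-23* (1.90, SE 0.25) and *hsp-90* (1.00, SE 0.17). Among 16 genes of the endoplasmic reticulum unfolded protein response 1 was up, the BiP chaperone gene *hsp-4* (log2 fold change 2.23, SE 0.19). The autophagy receptor *sqst-1* was the 1 gene up of 14 in its list (log2 fold change 1.74, SE 0.29), and the metallothionein *mtl-1* the 1 up of 4 metal response genes (1.06, SE 0.26). Without NHS replicate 1, 2 or 3 or HS replicate 1 the calls of *unc-23*, *hsp-90*, *sqst-1* and *mtl-1* were lost, and those of *hsp-90*, *sqst-1* and *mtl-1* also without HS replicate 2 (highest adjusted p 0.016, 0.026, 0.033 and 0.043 in that order). Adjusted over the list alone, these counts were 8, 4, 3, 1 and 1 up, with 0 for the metal response. In limma, 0 genes were called of 8 TRiC chaperonin, 10 mitochondrial unfolded protein response, 33 proteasome and 7 oxidative stress genes, of 4 genes for HSF-1 and its inhibitors and of 7 reference genes. In the same order, 4, 8, 15, 1, 1 and 6 of their genes had an unadjusted p under 0.05 at any fold change. The reference tubulin *tba-2* had a log2 fold change of 0.22 (SE 0.05, adjusted p = 0.0037), under the 2-fold limit, and of -0.13 with libraries scaled to equal totals. Against all other genes, camera with a preset correlation of 0.01 called the small heat shock proteins (list median log2 fold change 4.54, adjusted p = 2.0e-06) and the HSP70 and HSP110 list (median 4.58, adjusted p = 0.0017), and neither with an estimated correlation (adjusted p = 0.39 and 0.39). The other 10 lists of stress, HSF-1 and reference genes had adjusted p of 0.10 to 0.96.

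**Figure D1:**
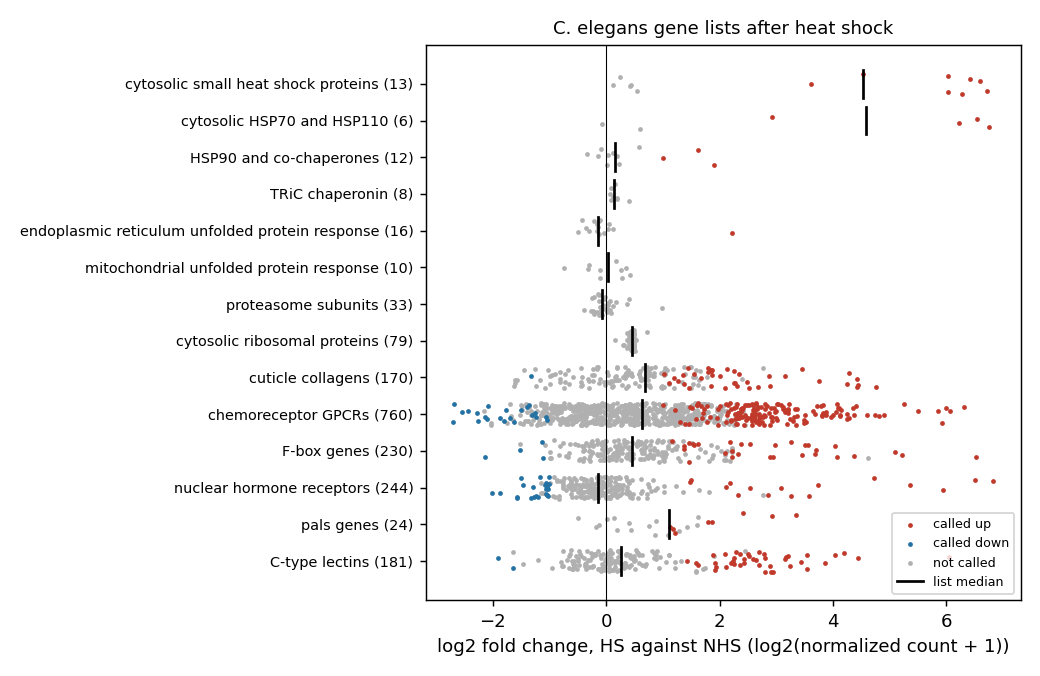
Log2 fold change (HS over NHS, n = 3 each) of each measured gene in 14 lists, with called-up genes in red, called-down genes in blue, other genes in grey and the list median as a black bar. The medians are 4.54 for small heat shock proteins, 0.69 for collagens and 0.63 for chemoreceptors as deposited, and with equal totals those of HSP90, TRiC, the mitochondrial unfolded protein response and C-type lectins (0.26 as deposited) turn negative.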

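Across all 17551 genes tested, 1791 were up and 486 were down in *C. elegans* after heat shock. The insulin-like peptide gene *ins-13* had 1.80 ± 0.150 normalized counts (SD, n = 3) in NHS and 337, 215 and 435 in the 3 HS libraries (log2 fold change 6.82, SE 0.28, adjusted p = 5.2e-07 from limma). *R11A5.3*, whose product is uncharacterized, rose with a log2 fold change of 6.71 (SE 0.29). Among the genes that fell, the aspartyl protease gene *asp-13* went from 3128 ± 263 to 421 ± 44.2 normalized counts (log2 fold change -2.89, SE 0.09). The phosphatase gene *pgph-2* and the cytochrome P450 gene *cyp-35A4* had log2 fold changes of -2.55 (SE 0.16) and -2.55 (SE 0.32). *F18E3.12* had the largest fall by the naming rule (-2.97, SE 0.24), with *F18E3.11*, which may share reads with it, at -2.65. With libraries scaled to equal totals, 1480 genes were up and 1329 down, so that up genes made 52.7% of the calls in place of 78.7%. The number up was 1137 without HS replicate 1 and 1129 among genes with a mean of at least 10.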

After 30 min of HS at 34°C, 1462 protein-coding genes were significantly up-regulated by at least two-fold compared to NHS conditions at 20°C (Supplementary file 2). From the list of up-regulated genes, 119 were found within 2.5 kb of sequence downstream of an HSF-1-bound HSE. Of these, 60 genes were found within 2.5 kb of sequence downstream of a Hac-HSE bound by HSF-1, resulting in a significant enrichment over the expected background (p<1.0e-15, χ^2^ test) (Figure 2B). In addition to one gene containing HSF-1 bound Hac- and Hin-HSEs, the remaining 59 genes were found proximal to Hin-HSEs, resulting in a total of 60 genes that showed a similar enrichment over the background expectation (p=1.0e-09, χ^2^ test) (Figure 2B). 

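Of the 60 Hac-HSE genes, 58 were called up after heat shock and 0 were down. After *Y16E11A.2* and *ZK250.9* (7.08 each), the largest log2 fold changes were those of *Y53F4B.26* (7.00, SE 0.53), *nhr-241* and *Y53F4B.7* (6.78, SE 0.52). The nuclear hormone receptor gene *nhr-241* (chromosome V, 18699451 to 18700992) rose from 2.98 ± 0.341 to 467 ± 136 normalized counts (SD, n = 3; log2 fold change 6.83, SE 0.25, adjusted p = 2.4e-07 from limma). The smallest rises among called genes were in *T25D1.3* (1.15, SE 0.15), *Y54B9A.1* (1.19), *C39B5.2* (1.20) and *che-6*, which encodes a channel subunit of sensory neurons (1.46). The collagen gene *col-162* (log2 fold change 1.34, SE 0.31, adjusted p = 0.011) and the infection response gene *irg-1* (log2 fold change 1.70, SE 0.51, adjusted p = 0.044) did not pass the test. With a term for the replicate number all 60 were called up. The authors chose these genes for a rise in the same libraries, so the count is not independent evidence. Among the 60, 7 genes were at 0 in every NHS library. One of them, *R02C2.6*, had 4.79, 8.32 and 22.1 normalized counts in HS replicates 1 to 3.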

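Of the 60 Hin-HSE genes, again chosen by the authors on these libraries, 58 were called up and 0 were down. *F57A8.1* (chromosome V, 10037340 to 10048726) went from 2242 ± 165 to 13366 ± 2371 normalized counts (SD, n = 3; log2 fold change 2.56, SE 0.13, adjusted p = 2.8e-05 from limma). *Y38H6C.8* had a log2 fold change of 5.11 (SE 0.20) and *bath-36*, a BTB and MATH domain gene, one of 1.45 (SE 0.18). Rises were small in the glyoxalase gene *glod-4* (1.13, SE 0.12) and the calponin gene *cpn-4* (1.12, SE 0.13), and *cpn-4* fell to the 2-fold limit without HS replicate 2. The protease gene *adt-1* (1.11) lost its call without NHS replicate 1, 2 or 3 or HS replicate 1 or 2 (highest adjusted p 0.024). The annexin gene *nex-2* (log2 fold change 1.02, SE 0.26, adjusted p = 0.031) did not pass the test, nor did *rnh-1.3* (adjusted p = 0.011), a ribonuclease H gene named only after its value was seen. With a term for the replicate number 56 were called up.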

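Among the called genes downstream of HSF-1-bound Hac-HSEs, log2 fold changes ranged from 1.15 in *T25D1.3* to 7.08 in *Y16E11A.2*, and the genes given next had some of the larger rises. The F-box gene *fbxa-48*, of a family that selects proteins for degradation, had 2.10 ± 0.509 normalized counts (SD, n = 3) in NHS and 287 ± 57.4 in HS (log2 fold change 6.53, SE 0.25, adjusted p = 2.9e-07 from limma). A second F-box gene, *fbxb-117*, had a log2 fold change of 5.22 (SE 0.50). The acyl-CoA synthetase gene *acs-15* (chromosome II, 933018 to 936926) rose from 1.51 ± 0.558 to 64.4 ± 18.5 normalized counts (log2 fold change 4.69, SE 0.34). The adjacent genes *ZK1053.2* (5.56, SE 0.33) and *ZK1053.1* (4.51, SE 0.40) both rose, and the 2 may not be independent. From these data taken together, HSF-1 and Pol II occupancy (Figure 2A) and up-regulated genes near bound HSEs (Figure 2B), the paper concludes that these elements bring working HSF-1 sites to genes around them.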

Taken together, these data indicate that Helitrons provide functional HSF-1 binding sites to nearby genes, poising them to respond to heat shock.

### Helitron-acquired and -independent HSEs have distinct features

We next asked if different features were associated with heat shock responsive genes regulated by Hac- and Hin-HSEs. First, we compared a representative Hac-HSE gene, *col-88*, to a canonical heat-shock induced gene, *hsp-70*, which lacks a Helitron in its promoter region. Consistent with the overall trend of a high abundance of HSEs in Helitrons (Figure 1F–G), the *HelitronY1_CE* element upstream of *col-88* contains 10 HSEs (Figure 2C), whereas *hsp-70* only has two HSEs in its promoter (Figure 2D). We also observed that, despite the prevalence of HSEs proximal to *col-88*, HSF-1 occupancy before and after heat shock is lower than that observed for *hsp-70* (Figure 2C–D). To determine if these differences were consistently observed between Hac-HSE and Hin-HSE HSR genes, we compared their numbers of proximal HSEs and expression levels before and after heat shock (Supplementary files 3 and 4). Reflecting the differences observed for *col-88* and *hsp-70*, we found that Hac-HSE genes in general have significantly more HSEs within 2.5 kb upstream of their transcriptional start sites compared to Hin-HSE genes (Figure 2E). 

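Before heat shock, the median Hac-HSE gene stood 3.24 log2 units below the median Hin-HSE gene. The collagen gene *col-88*, a Hac-HSE gene at chromosome III, 41063 to 41971, had 8.98 ± 0.723 normalized counts (SD, n = 3) in NHS and 88.7 ± 10.8 in HS (log2 fold change 3.16, SE 0.22, adjusted p = 1.1e-05 from limma). The chaperone gene *hsp-70*, a Hin-HSE gene at chromosome I, 9320325 to 9322519, had 929 ± 386 in NHS and 97382 ± 31976 in HS (log2 fold change 6.76, SE 0.46, adjusted p = 6.1e-04). Over 59 genes in each list, without *col-97* which is in both, the median log2(normalized count + 1) in NHS was 2.97 for Hac-HSE and 6.21 for Hin-HSE genes (p = 1e-05, the smallest that 100000 resamples can give in a two-sided permutation test over genes). In HS the medians were 6.37 and 9.14 (difference -2.76, p = 2.3e-04 from the same permutation test). The difference was negative in every library, from -3.38 to -3.14 in NHS and from -3.39 to -2.76 in HS. The median log2 fold change was 3.37 for Hac-HSE genes (quartiles 2.23 to 4.60) and 2.87 for Hin-HSE genes (quartiles 1.82 to 4.28), a difference of 0.51 that did not pass the permutation test (p = 0.20). Without the 7 Hac-HSE genes at 0 in every NHS library, the Hac-HSE median was 3.13. The sign of this difference turned with a pseudocount of 5 (-0.22, p = 0.47 in the permutation test). Genes of a list are not independent replicates, and the lists were chosen on these libraries.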

While the overall fold-induction of Hac-HSE and Hin-HSE genes in response to HS is similar, mRNA expression levels are generally lower for Hac-HSE versus Hin-HSE genes during NHS and HS conditions (Figure 2F). Consistent with this observation, Hac-HSE genes exhibit less Pol II coverage relative to Hin-HSE genes both before and during HS (Figure 2G and Supplementary files 3 and 4). To determine whether this lower overall level of expression of Hac-HSE genes might be due to repressive chromatin environments, we used publicly available data (Ho et al., 2014) to measure histone modifications associated with transcriptional repression (H3K27me3 and H3K9me3) and activation (H3K4me3 and H3K36me3) (Ahringer and Gasser, 2018). Indeed, Hac-HSE genes have significantly higher levels of the repressive and lower levels of the active histone marks when compared to Hin-HSE genes (Figure 2H and Figure 2—figure supplement 1) and Supplementary files 3 and 4). This signature of histone modifications at Helitron sequences may be due to small-RNA-mediated genome-surveillance mechanisms that transcriptionally repress repeat sequences in *C. elegans* (Ashe et al., 2012; Lee et al., 2012; Mao et al., 2015; Shirayama et al., 2012). These differences between Hac-HSEs and Hin-HSEs in terms of number of proximal HSEs, expression levels during both NHS and HS conditions, and presence in repressive chromatin environments, support the notion that Helitron-associated genes represent a distinct class of HSR genes from the classical Helitron-independent HSR genes.

Previous studies have shown that canonical HSF-1 protein-coding gene targets have roles in mediating the effects of heat stress, as well as promoting longevity (Li et al., 2017; Li et al., 2016). 

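The Hin-HSE list holds 4 of the 13 cytosolic small heat shock proteins and 4 of the 6 HSP70 and HSP110 genes of *C. elegans*, and all 8 were up after heat shock. The authors chose this list too for a rise in these libraries, so the count is not independent evidence. The mRNA of *hsp-16.1* went from 4262 ± 1408 to 323063 ± 83519 normalized counts (SD, n = 3; log2 fold change 6.27, SE 0.37, adjusted p = 3.8e-04 from limma). For *hsp-16.11* the log2 fold change was 6.42 (SE 0.28). The genes *hsp-16.48* and *hsp-16.49* had the same log2 fold change to 2 decimals (6.03, SE 0.35) and the same NHS values, and the 2 paralogs may share reads. *F44E5.4* and *F44E5.5*, adjacent HSP70 genes that may share reads, had log2 fold changes of 6.54 (SE 0.32) and 6.22 (SE 0.31). *F44E5.5* was the more abundant of the pair in HS, at 2343240 ± 270425 normalized counts. The glutathione S-transferase gene *gst-1*, which acts on oxidized and foreign compounds, rose little (1.10, SE 0.20) and lost its call without NHS replicate 1, 2 or 3 or HS replicate 1 or 2 (highest adjusted p 0.034).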

Consistent with these studies, Hin-HSE genes show an enrichment of gene ontology (GO) terms related to canonical HSR targets, such as response to topologically incorrect protein, response to heat, and determination of adult lifespan (Figure 2I). In contrast, Hac-HSE genes are associated with distinct GO enrichment terms, namely collagen trimer, G protein-coupled receptor (GPCR) signaling, and sensory perception of smell (Figure 2I), possibly reflecting more recent integration into this stress response. 

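Of the 4 cuticle collagens in the Hac-HSE list, 3 were up after heat shock, and all 8 of its chemoreceptors were up. The authors chose the list for a rise in these libraries, so these counts are not independent evidence. The collagen gene *col-97*, which is in the Hin-HSE list too, reached 851 ± 274 normalized counts in HS (SD, n = 3; log2 fold change 2.89, SE 0.26, adjusted p = 2.8e-04 from limma). The receptor gene *srsx-6* rose from 15.3 ± 1.28 to 89.7 ± 33.7 normalized counts. The genes *srsx-7* and *srv-14*, whose products are thought to sense odors or tastes as well, had log2 fold changes of 3.51 (SE 0.23) and 2.79 (SE 0.31). On chromosome V, *srsx-7* (7925783 to 7926920) lies next to *srsx-6* (7927084 to 7928451), and their rises may not be independent. Those of *str-30* and *srw-10* were 2.65 (SE 0.41) and 2.57 (SE 0.38). *str-159* was listed at 0 in the 3 NHS libraries and at 13.4, 7.28 and 8.28 in HS replicates 1 to 3. The call of *srt-28* (1.79) was lost without NHS replicate 1 or 2 or HS replicate 1 or 2 (highest adjusted p 0.023).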

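Members of these families outside the Hac-HSE list were called up as well, though most members were not. Of 170 cuticle collagens measured, 39 were up and 1 was down (43 and 1 adjusted over the list alone), with a median log2 fold change of 0.69, which is 0.66 above the median of all genes. *dpy-17*, a collagen needed for normal body shape, went from 72.3 ± 9.81 normalized counts (SD, n = 3) in NHS to 1346, 1834 and 1526 in the 3 HS libraries (log2 fold change 4.42, SE 0.14, adjusted p = 8.4e-08 from limma), and *col-95*, *col-36* and *dpy-14* had log2 fold changes of 4.76, 4.44 and 4.42. Of 760 chemoreceptors measured among 1310 in the file, 166 were up and 22 down (159 and 21 adjusted over the list alone), with a median log2 fold change of 0.63, which is 0.59 above that of all genes. Many are weakly expressed, and of all 2919 genes with a mean from 2 to 10, 637 were up, with a median of 1.00. *srt-42* rose from 133 ± 61.8 to 10023 ± 1470.0 normalized counts (log2 fold change 6.32, SE 0.37), *srt-41* by 6.07 and *sre-48* by 5.99 on the log2 scale, while *srh-129* and *srt-65* had log2 fold changes of -2.70 and -2.54. Of 230 F-box genes measured, 30 were up and 4 down (29 and 3 adjusted over the list alone), where 1791 of all 17551 genes were up, and 13 of the 30 were among the 45 fbxb genes. The family had a median 0.41 above that of all genes, and *fbxb-22* a log2 fold change of 5.10 (SE 0.48). Camera with the preset correlation called all 3 families (adjusted p = 4.2e-05, 0.0013 and 0.0013), and with an estimated correlation none (adjusted p = 0.39, 0.39 and 0.39). Without HS replicate 1, 25 collagens, 89 chemoreceptors and 19 F-box genes were up. Collagens down numbered 4 without NHS replicate 2, 2 without HS replicate 3 and 0 without HS replicate 2. Without NHS replicate 1, 2 or 3, 9, 8 and 8 chemoreceptors were down and 2 F-box genes each time, as without HS replicate 2. Among genes with a mean of at least 10 the numbers were 31, 69 and 19. With equal totals, 33 collagens were up and 6 down, 146 chemoreceptors up and 43 down, and 28 F-box genes up and 8 down. In the same HS libraries 11 of 24 adult yolk and sperm protein genes, which larvae of this stage are not expected to express, were up and 1 was down (11 and 1 adjusted over the list alone, 8 up without HS replicate 1, and 0 down without any 1 library but NHS replicate 3). Their median log2 fold change was 1.82 on the scale of the other lists and 1.46 without 4 genes at 0 in NHS (camera adjusted p = 0.0013, or adjusted p = 0.39 with an estimated correlation). The sperm gene *msp-57* was listed at 0 in the NHS libraries and at 28.7, 16.6 and 27.6 in HS replicates 1 to 3. The yolk protein gene *vit-2* rose from 2.45 ± 1.89 to 41.4 ± 23.7 normalized counts and lost its call without NHS replicate 1 (adjusted p = 0.010).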

Enrichment for the GO term ‘DNA duplex unwinding’ derives from the five full-length autonomous Helitrons identified as Hac-HSE genes and reflects the helicase function of Helitron transposases (Figure 2I). 

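*Y16E11A.2*, the transposase gene that the paper's primer list ties to *Helitron1_CE*, went from 3.42 ± 3.10 normalized counts (SD, n = 3) in NHS to 571 ± 297 in HS (log2 fold change 7.08, SE 0.69, adjusted p = 7.5e-04 from limma). *ZK250.9* carries the same 6 values, and the 2 genes may share reads. *F59H6.5*, named only after its values were seen, rose from 22.1 ± 12.8 to 2124 ± 959 normalized counts (log2 fold change 6.54, SE 0.60). The WBcel235 annotation gives no position for these 3 genes. The paper's text does not list the elements counted here, so it is not known from it whether *ZK250.9* and *F59H6.5* are among them, and the group is not summed.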

Differing enrichment of GO terms further demonstrates that Hac- and Hin-HSE genes comprise two distinct classes of HSR genes. While Hac- and Hin-HSE genes have distinct GO enrichment terms, several genes in both categories have been previously implicated in stress response pathways based on RNAi and mutant phenotypes (Supplementary files 3 and 4).

We also asked if Hac- and Hin-HSE genes might show different signatures of selection by computing Tajima’s D, which is used to determine genetic variation within a population (Tajima, 1989). Using publicly available *C. elegans* wild isolate variation data available from the *C. elegans* Natural Diversity Resource (CeNDR) (Cook et al., 2017), we determined Tajima’s D scores over HSF-1 peak summits that overlap HSEs upstream of Hac- and Hin-HSE genes induced by HS (Supplementary files 3 and 4). This analysis did not yield a striking overall difference in the average scores for Hac- versus Hin-HSE genes. It did, however, reveal seven Hac-HSE genes (*col-162, str-30, ZK1053.1, ZK1053.2, srt-28, R02C2.6, oac-55*) and three Hin-HSE genes (*F57A8.1, Y38H6C.8, bath-36*) that have scores below the 5% quantile of genome-wide Tajima’s D scores (−2.27), raising the possibility of selection.

### Helitrons provide substantial numbers of HSEs to other *Caenorhabditis* genomes

Our discovery of a large number of Hac-HSEs in *C. elegans* raised the possibility that other species have Helitron-associated HSEs in their genomes. To investigate this, all genomes with annotated Helitrons available from the UCSC Genome Browser (Casper et al., 2018; Kent et al., 2002) were searched for HSEs, and the numbers and proportions of HSEs found within and outside of Helitrons were determined (Supplementary file 5). To prevent possible species-specific biases found in *C. elegans* HSEs from influencing our results, we scanned for HSEs using the canonical species-independent sequence NGAANNTCCNNGGAN and its reverse complement (Perisic et al., 1989). As a result, the total number of HSEs identified in *C. elegans* and the proportion that reside within Helitrons differs in this analysis from what is reported in Figure 1 (Figure 3A, Supplementary files 5 and 6). While a variety of species across different phyla have sequences annotated as Helitron, enrichment of HSEs within Helitrons is limited to only the three *Caenorhabditis* species represented in this dataset (*C. elegans, C. briggsae* and *C. brenneri*) (Figure 3A). These data indicate that the association of Helitrons with large numbers of HSEs is not a universal phenomenon and may be restricted to *Caenorhabditis* species.

**Figure 3.**
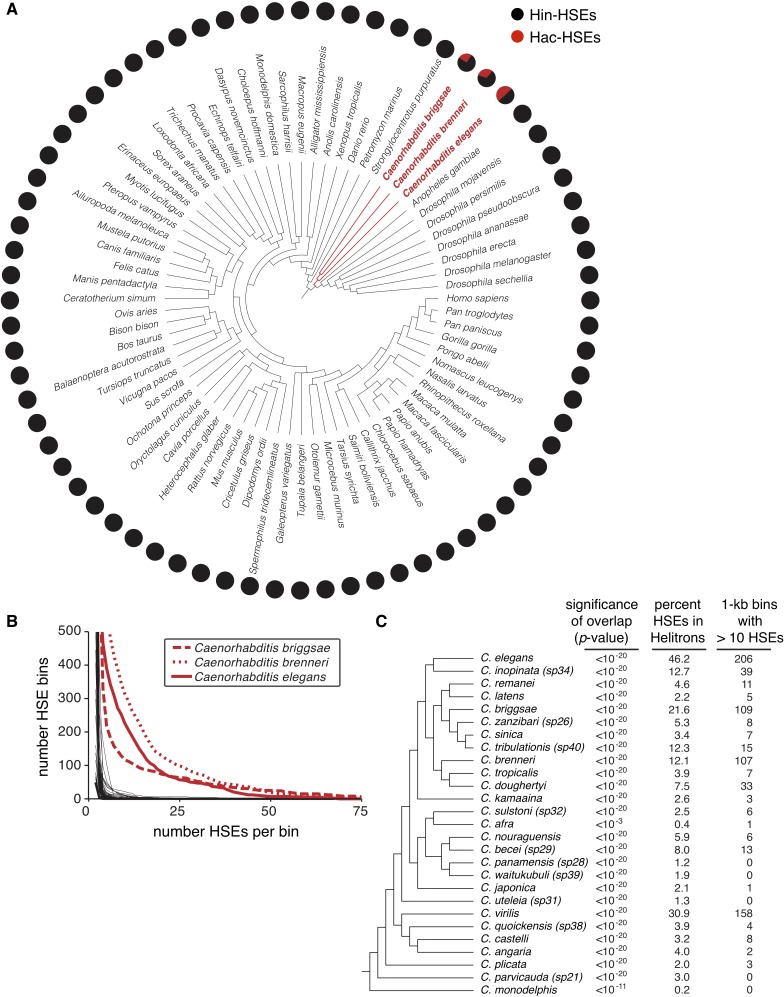
Helitrons contribute significant numbers of HSEs to other *Caenorhabditis* genomes. (**A**) Phylogeny of all metazoan genomes hosted at the UCSC genome browser (genome.ucsc.edu) that have RepeatMasker-generated annotations of repetitive elements (see Supplementary file 5 for genome assembly IDs). Adjacent pie charts display the proportion of total HSEs that reside within (red) or outside of (gray) annotated Helitrons. To prevent possible species-specific biases found in HSEs from influencing our results, we scanned for HSEs using the canonical species-independent sequence NGAANNTCCNNGGAN and its reverse complement (Perisic et al., 1989). Names of species with significant HSE-Helitron overlap (cumulative binomial distribution with p-value<0.001, see Supplementary file 5) are highlighted in red. (**B**) Cumulative distribution analysis of the density of HSEs for the genomes shown in panel A. The number of HSEs per 1 kb window (bin) in each genome was determined. Curves are plotted as the number of bins with a value that is greater than or equal to the indicated numbers of HSEs per bin. The three *Caenorhabditis* genomes that show numerous 1 kb windows with large numbers of HSEs per bin are highlighted in red. (**C**) Phylogeny of species hosted at the *Caenorhabditis* Genomes Project (http://www.caenorhabditis.org) that have RepeatMasker-generated annotations of repetitive elements (see Supplementary file 6 for genome assembly IDs). Next to each species name is the statistical significance of HSE/Helitron overlap (cumulative binomial probability), proportion of total HSEs found to overlap with Helitrons, and number of 1 kb windows with greater than 10 HSEs per window. Complete data are found in Supplementary file 6.

In *C. elegans*, we observed that high-density clusters of HSEs exclusively reside within Helitrons (Figure 1G). To analyze the frequency of HSEs within the genomes of other species and to test whether high-density clusters of HSEs may reside outside of Helitrons in other species, we calculated the number of HSEs found within 1 kb bins in all species with annotated Helitrons available from the UCSC Genome Browser (Supplementary file 5). When plotting the number of bins with HSEs versus the number of HSEs per bin, curves associated with the three *Caenorhabditis* genomes stand out from all other examined species (Figure 3B). This finding suggests that the clustering of HSEs is a signature of Hac-HSEs and that high-density HSE clusters do not exist outside of Helitrons.

To determine the extent to which this Helitron-HSE association exists within the *Caenorhabditis* genus, we identified HSEs in 27 publicly available *Caenorhabditis* genomes for which Helitrons are annotated and determined the total numbers and proportions of HSEs that reside within annotated Helitrons (caenorhabditis.org) (Supplementary file 6). All examined *Caenorhabditis* species show significant enrichment of HSEs within Helitrons (p<1.0e-03 in all cases, binomial test), even though the percentages of HSEs located in annotated Helitrons range between 0.2% in *C. monodelphis* to 46.2% in *C. elegans* (Figure 3C). We also examined these other *Caenorhabditis* genomes for HSE clustering. Of the 27 species examined, nine species have at least ten 1 kb windows with more than 10 HSEs (Figure 3C and Supplementary file 6). In addition to *C. elegans*, the genomes of *C. briggsae*, *C. brenneri,* and *C. virilis* each contain more than 100 such clusters of Helitron-embedded HSEs (Figure 3C), and several genomes contain at least one cluster with more than 50 HSEs in a 1 kb window (Supplementary file 6). These results demonstrate that the strong association of HSEs with Helitrons, including high-density clustering in some species, is widespread in the *Caenorhabditis* genus.

### Distinct genes with Helitron-provided HSEs are part of the heat shock response in *C. elegans* and *C. briggsae*

Our finding that Hac-HSEs are present in all other available *Caenorhabditis* species suggested that Helitrons may have been co-opted to drive gene expression during HS outside of *C. elegans*. To test this hypothesis, transcriptional profiling was performed in L2 stage *C. briggsae* worms during NHS and HS conditions, and positions of significantly up-regulated genes determined using DESeq2 (Love et al., 2014) (fold change >2, adjusted p-value<0.01) were compared to Hac-HSE locations (Supplementary files 7 and 8). 

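The *C. briggsae* libraries came from whole L2 larvae of the strain AF16, with the 3 NHS and 3 HS replicates treated at the same temperatures and for the same time as the *C. elegans* larvae. The authors made the normalized counts of 21168 genes by the same steps, in a normalization of their own, so only fold changes and not levels are set beside those of *C. elegans*. The libraries summed to between 34600000 and 35300000 normalized counts in NHS and between 44900000 and 46900000 in HS. The 10 most abundant genes held 8.26 to 8.48% of the NHS sums and 15.4 to 17.05% of the HS sums. Depth was estimated at 52600000, 37300000 and 34000000 reads for NHS replicates 1 to 3 and at 38500000, 41600000 and 38000000 reads for HS replicates 1 to 3. Between 96.0 and 96.9% of the low values were whole multiples of the spacing within 0.05 reads. Genes at 0 made up 8.48 to 10.1% of the NHS libraries and 6.95 to 8.59% of the HS libraries. HS replicate 1 stood apart from the other HS replicates. The median squared difference of 2 libraries over their sum, in reads, was 6.93 and 5.74 between HS replicate 1 and HS replicates 2 and 3, and 1.30 to 2.83 in the other pairs of replicates of either species. In HS replicate 1 the chaperone gene *Cbr-hsp-70* had 89996.5 normalized counts, against 259266 and 203779 in replicates 2 and 3. The sperm gene *Cbr-fer-1* had 224 normalized counts there, against 29.1 and 52.5. The 18470 genes with a mean of at least 2 were tested with limma as for *C. elegans*. Equal totals moved the median log2 fold change of all tested genes from 0.01 to -0.37. Names were at hand for 3583 genes, through the paper's tables, too few to test the gene lists in *C. briggsae*.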

Helitron positions were obtained from the RepeatMasker track at the UCSC Genome Browser (Casper et al., 2018; Kent et al., 2002) (genome build cb4), and HSEs were identified using the MEME-derived HSE sequence obtained from *C. elegans* ChIP-seq data shown in Figure 1B. For reference, the same analyses were performed using our *C. elegans* expression data from Figure 2. Notably, without the additional ChIP-seq data to identify direct HSF-1 binding, we observe many more HS up-regulated genes associated with Hin-HSEs in *C. elegans* (Figure 2B versus Figure 4A), suggesting this type of analysis may overestimate the true Hin-HSE targets of HSF-1 in the genome. 

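Chaperone genes were among those with the largest rises after heat shock in *C. briggsae*. *CBG04591* went from 805 ± 98.4 normalized counts (SD, n = 3) in NHS to 231177 ± 26439.9 in HS (log2 fold change 8.17, SE 0.11, adjusted p = 5.4e-08 from limma). *CBG04591* has no ortholog in the paper's comparison table. *CBG18240*, paired there with the HSP70 gene *F44E5.4*, and *CBG13234*, with no partner there, had log2 fold changes of 7.95 (SE 0.11) and 7.91 (SE 0.12), and the HSP70 gene *Cbr-hsp-70* one of 7.83 (SE 0.37). Among genes that fell, and whose call held without any 1 library, WBGene00303387 (-2.87, SE 0.20) and WBGene00030926 (-2.70, SE 0.23) have no name in the paper's tables. In all, 832 genes were up and 320 down of 18470 tested. With equal totals the numbers were 668 up and 1479 down. The number up was 348, 382 and 378 without NHS replicate 1, 2 or 3, 502 and 430 without HS replicate 2 or 3, and 1228 without HS replicate 1, which stood apart. The number down was 68, 99, 70, 213, 169 and 649 in the same order. Of the genes that the paper lists as up with an upstream Hac-HSE, 33 of 39 were up in *C. briggsae* (median log2 fold change 1.87, quartiles 1.57 to 2.90). In *C. elegans* 74 of 77 were up (median 2.99, or 2.81 without 9 genes at 0 in every NHS library). None was down in either species, and the lists were drawn from these libraries, so the counts are not independent evidence.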

In both *C. elegans* (Figure 4A) and *C. briggsae* (Figure 4B), we observe significant enrichment of HS up-regulated genes within 2.5 kb of Hac-HSEs compared to background levels observed by chance (*C. elegans*, p<1.0e-15; *C. briggsae*, p=1.8e-05, χ^2^ test). Similar results were obtained for Hin-HSE genes in *C. elegans* (Figure 4A) and *C. briggsae* (Figure 4B). These results suggest that Hac-HSEs contribute to the HSR in *C. briggsae* in addition to *C. elegans*.

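Of the *C. elegans* genes listed by the paper as up with an upstream Hin-HSE, 265 of 277 were called up (median log2 fold change 2.79, quartiles 1.93 to 3.67). In *C. briggsae* 359 of 461 were called up (median 2.09, quartiles 1.46 to 3.16), with none down in either species. Leaving out any 1 library lowered the number of all genes up in *C. elegans* from 1791 to between 1137 (without HS replicate 1) and 1611. In *C. briggsae* it went from 832 to 1228 without HS replicate 1 and to 348, 382 and 378 without NHS replicate 1, 2 or 3 and 502 and 430 without HS replicate 2 or 3. The enrichment itself was not analysed here, since it needs the positions of HSEs and Helitrons in both genomes.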

**Figure 4.**
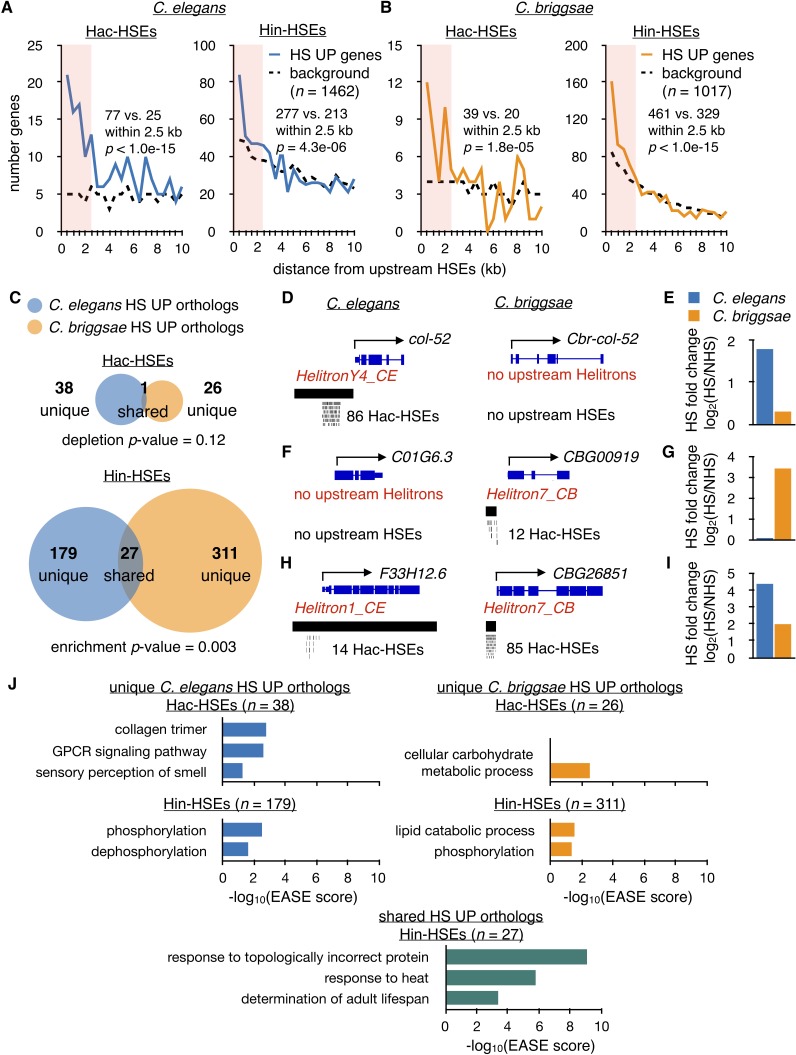
Hac-HSEs are associated with distinct gene sets up-regulated by HS in *C. elegans* and *C. briggsae.* (**A**) Number of *C. elegans* HS UP genes (*n* = 1462) within 500 bp bins vs. distance from Hac- and Hin-HSEs. HS UP genes are defined as those with a fold change after HS >2 and an adjusted p-value<0.01 determined using DESeq2 (Love et al., 2014). Solid blue lines represent numbers of HS UP genes observed, while black dashed lines represent background numbers resulting from chance. Seventy-seven HS UP vs. 25 expected genes have Hac-HSEs within 2.5 kb upstream, resulting in significant enrichment (p<1.0e-15, χ^2^ test). Two hundred and seventy-seven HS UP vs. 213 expected genes have Hin-HSEs within 2.5 kb upstream, resulting in significant enrichment (p=4.3 e-06, χ^2^ test) (**B**) Number of *C. briggsae* HS UP genes (*n* = 1017) within 500 bp bins vs. distance from Hac- and Hin-HSEs. Solid orange lines represent numbers of HS UP genes observed, while dashed black lines represent background numbers resulting from chance. Thirty-nine HS UP vs. 20 background genes have Hac-HSEs within 2.5 kb upstream, resulting in significant enrichment (p=1.8e-05, χ^2^ test). Four hundred and sixty-one HS UP vs. 329 background genes have Hin-HSEs within 2.5 kb upstream, resulting in significant enrichment (p<1.0e-15, χ^2^ test). (**C**) Venn diagrams showing overlap of orthologous HS UP genes in *C. elegans* (blue) and *C. briggsae* (orange) that have Hac- or Hin-HSEs within 2.5 kb upstream in both species. Unique HS UP orthologs have upstream HSEs in either *C. elegans* or *C. briggsae*, while shared HS UP orthologs have upstream HSEs in both species. There is significant enrichment in the overlap of *C. elegans* Hin-HSE genes with *C. briggsae* orthologs up-regulated after HS (p=0.003, hypergeometric test). (**D**) Genome browser screenshots of *C. elegans col-52* and its *C. briggsae* ortholog *Cbr-col-52. C. elegans col-52* has 86 upstream Hac-HSEs supplied by a copy of *HelitronY4_CE* and *Cbr-col-52* lacks upstream Hac-HSEs. (**E**) HS fold-change values for *C. elegans col-52* (blue) (3.5 fold) and *C. briggsae Cbr-col-52* (orange) (1.2 fold) determined using DESeq2. (**F**) Genome browser screenshots of *C. elegans C01G6.3* and its *C. briggsae* ortholog *CBG00919. C01G6.3* lacks upstream Hac-HSEs and *CBG00919* has 12 Hac-HSEs provided by a copy of *Helitron7_CB*. (**G**) HS fold-change values for *C. elegans C01G6.3* (blue) (1.1 fold) and *C. briggsae CBG00919* (orange) (11 fold) determined using DESeq2. (**H**) Genome browser screenshots of *C. elegans F33H12.6* and its *C. briggsae* ortholog *CBG26851. F33H12.6* resides within a full-length copy of *Helitron1_CE* and has 14 upstream Hac-HSEs. *CBG26851* has 85 upstream Hac-HSEs supplied by a copy of *Helitron7_CB*. (**I**) HS fold-change values for *C. elegans F33H12.6* (blue) (21 fold) and *C. briggsae CBG26851* (orange) (4.0 fold) determined using DESeq2. (**J**) Significantly-enriched gene ontology (GO) terms identified using DAVID (Huang et al., 2009a; Huang et al., 2009b) for unique Hac- and Hin-HSE up-regulated orthologs in *C. elegans* (blue) and *C. briggsae* (orange), as well as shared Hin-HSE up-regulated orthologs (aquamarine).

*C. elegans* and *C. briggsae* are estimated to have diverged less than 30 million years ago (Cutter, 2015). If Helitron elements have propagated since this divergence, distinct genes may have been integrated into the HSR by species-specific Helitron insertions in these two species. To analyze potential differences in HSR genes in *C. elegans* and *C. briggsae*, we first identified orthologs for HSR genes between the two species using ParaSite (Howe et al., 2017; Howe et al., 2016) (genomes ce11 and cb4) (Supplementary file 8). 

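The paper's text gives *F33H12.6* and *CBG26851* as the pair with Hac-HSEs in both species, and their log2 fold changes were 5.85 (SE 0.37) and 3.16 (SE 0.58). The paper's table pairs *CBG26851* of *C. briggsae* with another gene of *C. elegans*, *F52G3.4*, which it does not mark for Hac-HSEs and which went from 11.5 ± 2.07 to 1252 ± 46.4 normalized counts (SD, n = 3; log2 fold change 6.66, SE 0.15, adjusted p = 1.3e-08 from limma). The log2 fold change of *F52G3.4* exceeded that of *CBG26851* by 3.51 (SE 0.59, adjusted p = 1.4e-04 from limma on the pairs). The table lists 1569 ortholog pairs, of which 1317 have 1 partner on each side and 1175 had a mean of at least 2 in both species. The difference in log2 fold change between species passed an adjusted p under 0.01 in 634 of these, with 364 higher in *C. elegans* and 270 in *C. briggsae*. Over all tested pairs the median difference was 0.74 toward *C. elegans*. Without *C. briggsae* HS replicate 1, which stood apart, 737 pairs differed. Each pair was chosen by the authors for a rise in at least 1 species, and what this choice adds to the differences was not estimated.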

When we compared HSR genes that have upstream Hac-HSEs with their orthologs in the other species, there was only one ortholog pair up-regulated in both *C. elegans* and *C. briggsae* that also has upstream Hac-HSEs in both species (designated as ‘shared’) and this one gene appears to encode for a full-length Helitron transposase (see below). In contrast, the remaining orthologous pairs have Hac-HSEs in one species but not the other (designated as ‘unique’) (*C. elegans*, *n* = 38; *C. briggsae*, *n* = 26) (Figure 4C). Thus, many of the genes in the unique categories of Hac-HSE-containing up-regulated orthologs in *C. elegans* and *C. briggsae* seem to be newly responsive to HS via promoter-associated Hac-HSEs. Indeed, of the 38 unique Hac-HSE-containing *C. elegans* orthologs, only three are also up-regulated during heat shock in *C. briggsae*, and one of these has upstream Hin-HSEs. Likewise, of the 26 unique *C. briggsae* orthologs, eight are also up-regulated during heat shock in *C. elegans*, and five of these have Hin-HSEs. This contrasts from up-regulated orthologs with Hin-HSEs, where 27 up-regulated genes shared between species also have Hin-HSEs in both species. 

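Of 38 *C. elegans* Hac-HSE genes with an ortholog, 24 were in pairs that could be tested, and 14 of these differed from their ortholog, all with the higher log2 fold change in *C. elegans*. The receptor gene *nhr-241* exceeded *Cbr-nhr-241.1* by 7.11 (1.01 SE, adjusted p = 3.1e-05 from limma), since its ortholog stayed at 2.00 ± 2.06 normalized counts (SD, n = 3) in NHS and 2.44 ± 4.22 in HS. Of 24 *C. briggsae* Hac-HSE genes tested, 15 differed, 13 with the higher log2 fold change in *C. briggsae* and 2 in *C. elegans*, and the 2 include *CBG26851*, whose partner in the table is *F52G3.4*. The acid sphingomyelinase gene *Cbr-asm-1* (log2 fold change 3.09) exceeded *asm-1* (0.50), a difference -2.59, SE 0.27, adjusted p = 1.9e-06. For *Cbr-nud-1*, whose product works with the motor dynein, the values were 2.82 against -0.10 (difference -2.92, SE 0.42, adjusted p = 3.2e-05). These 3 pairs were picked after their values were seen. Differences are *C. elegans* minus *C. briggsae* throughout. Over all tested pairs 634 of 1175 differed, a share near those of the Hac-HSE genes. Each Hac-HSE list was picked for a rise in its own species, which favours a higher value there.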

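Among the *C. briggsae* orthologs of 38 *C. elegans* Hac-HSE genes, 6 were called up. The acyl-CoA synthetase gene *Cbr-acs-18*, paired with *acs-15*, went from 15.4 ± 6.55 to 334 ± 112 normalized counts (SD, n = 3; log2 fold change 4.39, SE 0.36, adjusted p = 3.8e-04 from limma). The collagen gene *Cbr-col-97* had a log2 fold change of 2.93 (SE 0.17), which differed from that of *col-97* by -0.05 (adjusted p = 0.90). The chemoreceptor gene *Cbr-str-31*, paired with *str-30*, rose by 4.42 on the log2 scale (SE 0.44). *CBG21480*, paired with the chemoreceptor gene *srx-31*, was listed at 0 in the NHS libraries and at 15.8, 15.1 and 16.7 normalized counts in HS replicates 1 to 3. The acyltransferase gene *Cbr-oac-55* (2.87) lost its call without NHS replicate 1, 2 or 3 or HS replicate 2 (highest adjusted p 0.013). *Cbr-hpo-2*, also at 0 in NHS, lost it without any 1 of the 6 libraries (highest adjusted p 0.036), and the count was 4 without NHS replicate 1 or 2.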

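Among the *C. elegans* orthologs of 27 *C. briggsae* Hac-HSE genes in the paper's table, 9 were called up. *Y17D7C.2* had 39.1 ± 6.14 normalized counts (SD, n = 3) in NHS and 394 ± 152 in HS (log2 fold change 3.24, SE 0.28, adjusted p = 1.1e-04 from limma), while its partner *CBG12753* had a log2 fold change of 1.68 (SE 0.18). *C08E8.3* rose by 2.14 (SE 0.32) and its partner *CBG17853* by 2.71 (SE 0.30) on the log2 scale. *K10G6.4* (1.87) and *F59A1.11* (1.46) also rose, as did the C-type lectin gene *clec-181* (2.81), which belongs to a family linked to immunity. The *C. briggsae* calls of their partners *CBG18445*, *CBG05684* and *Cbr-clec-99* were each lost without any 1 of the NHS replicates (highest adjusted p 0.012, 0.015 and 0.026). The phosphatase gene *cdc-25.4* lost its call without NHS replicate 1 or 3 or any 1 HS replicate (highest adjusted p 0.026), and *scvp-1* without HS replicate 1 (adjusted p = 0.014). The 2 remaining genes of the 9 were *F52G3.4* and *cpn-4*.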

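The paper's table lists 22 pairs with Hin-HSEs and a rise in both species, a number that differs from the one in its text, and 18 of the 22 were called up in both. The small heat shock protein gene *CBG04592*, paired with *hsp-16.41*, rose from 649 ± 88.3 to 176675 ± 36243 normalized counts (SD, n = 3; log2 fold change 8.07, SE 0.17, adjusted p = 9.0e-07 from limma). *CBG13233*, paired with the HSP70 gene *F44E5.4*, had a log2 fold change of 7.92 (SE 0.18). The C-type lectin genes *clec-266* and *Cbr-clec-266* had 1.94 and 4.63 (difference -2.69, SE 0.47, adjusted p = 1.8e-04). The pairs that missed a call did so through *nex-2* in *C. elegans* and through *CBG12962*, *CBG23073* and *CBG08981* in *C. briggsae* (adjusted p = 0.010, 0.011 and 0.011), and were named after their values were seen. These pairs were chosen on the same libraries.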

In agreement with many of these shared Hin-HSE HSR orthologs being conserved HSF-1 targets, over half (15/27, or 56%) of these genes are bound by HSF-1 in *C. elegans* (Supplementary file 4). Thus, differences in Hac-HSEs between *C. elegans* and *C. briggsae* orthologs appear to result in species-specific gene expression upon heat shock, while Hin-HSEs drive a more conserved HSR among orthologs between the two species.

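Over the tested pairs, *C. elegans* Hac-HSE genes had a median log2 fold change of 2.22 and their *C. briggsae* orthologs 0.44. *C. briggsae* Hac-HSE genes had a median of 1.73 and their *C. elegans* orthologs 0.22. For all tested pairs of any kind the medians were 1.74 in *C. elegans* and 1.25 in *C. briggsae*. The 19 pairs with Hin-HSEs in both species that could be tested had medians of 2.43 in *C. elegans* and 2.16 in *C. briggsae*, and 5 of them differed at an adjusted p under 0.01 from limma. Each Hac-HSE group was picked for its rise in the named species, and what that choice adds to the gap in Hac-HSE pairs was not estimated. The Hin-HSE pairs were picked for a rise in both species, which by itself brings their medians closer. The medians of Hac-HSE and Hin-HSE pairs can therefore not be set against each other. From how few Hac-HSE pairs rise in both species and how many Hin-HSE pairs do, the paper proposes that Hac-HSEs give each species its own heat shock genes while Hin-HSEs keep a common set.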

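The collagen gene *col-52*, which encodes a component of the worm's cuticle and lies on chromosome I, 4571192 to 4575038, had 8.37 ± 3.45 normalized counts (SD, n = 3) in NHS and 45.6 ± 13.3 in HS. This is a log2 fold change of 2.35 (SE 0.37, adjusted p = 8.5e-04 from limma), and all 3 HS libraries lay above all 3 NHS libraries. No 1 library decided the call (highest adjusted p 0.0062).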

To illustrate how Hac-HSEs are associated with differences in heat shock responsiveness of otherwise orthologous genes in *C. elegans* and *C. briggsae*, we present individual cases in Figure 4D–I. As an example of a unique Hac-HSE gene in *C. elegans*, *col-52* has 86 *HelitronY4_CE-*provided HSEs in its upstream promoter region (Figure 4D) and is up-regulated during heat shock in *C. elegans* (Figure 4E). In contrast, in *C. briggsae* this same gene lacks Hac-HSEs (Figure 4D) and is non-responsive to HS (Figure 4E). Similarly, the *C. briggsae* gene *CBG00919* has 12 Hac-HSEs provided by *Helitron7_CB* (Figure 4F) and is up-regulated during heat shock in *C. briggsae* (Figure 4G), while the *C. elegans* ortholog *C01G6.3* lacks Hac-HSEs (Figure 4F) and is not up-regulated during heat shock (Figure 4G). 

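In *C. briggsae*, *Cbr-col-52* had 2.85 ± 1.52 normalized counts (SD, n = 3) in NHS and 5.57 ± 5.72 in HS. Its log2 fold change of 0.50 (SE 0.67) did not pass the test (adjusted p = 0.59 from limma). The difference between the fold changes of *col-52* and *Cbr-col-52* was 1.85 on the log2 scale (SE 0.77, adjusted p = 0.042 over the 1175 pairs), short of the 0.01 used for calls. Few reads fell on *Cbr-col-52*, which limits its test.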

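*CBG00919* of *C. briggsae*, at chromosome II, 683473 to 685896 in the paper's table, rose from 31.4 ± 7.91 normalized counts (SD, n = 3) in NHS to 376 ± 12.4 in HS (log2 fold change 3.57, SE 0.20, adjusted p = 6.3e-05 from limma). Its *C. elegans* ortholog *C01G6.3* (chromosome II, 9269888 to 9271267) had 5.25 ± 3.21 and 6.13 ± 5.78 normalized counts (log2 fold change -0.26, SE 0.97, adjusted p = 0.85). The sign of that change turned with the library left out, from -0.98 to 0.84 on the log2 scale. *C01G6.3* fell short of *CBG00919* by a difference of -3.84 (SE 0.97, adjusted p = 0.0029 over the pairs).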

Interestingly, the single shared up-regulated ortholog with Hac-HSEs in both *C. elegans* and *C. briggsae* seems to encode for a full-length Helitron transposase. In *C. elegans*, the Rep-Helicase-encoding gene *F33H12.6* resides within an annotated full-length copy of *Helitron1_CE*, has 14 Hac-HSEs in its promoter region (Figure 4H), and is up-regulated during heat shock (Figure 4I). Likewise, the *C. briggsae* Rep-Helicase ortholog *CBG26851* (determined using BLASTP) (Altschul et al., 1990) has 85 upstream Hac-HSEs provided by *Helitron7_CB* (Figure 4H) and is up-regulated during heat shock (Figure 4I). 

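*F33H12.6*, a transposase gene with helicase activity, had 13.6 ± 6.62 normalized counts (SD, n = 3) in NHS and 809 ± 240.1 in HS (log2 fold change 5.85, SE 0.37, adjusted p = 6.2e-05 from limma). Every HS library lay above every NHS library. It may share reads with other Helitron copies.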

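*CBG26851*, the *C. briggsae* gene of the same kind at chromosome V, 5499529 to 5503434, had 37.5 ± 5.43 normalized counts (SD, n = 3) in NHS and 444 ± 411 in HS (log2 fold change 3.16, SE 0.58, adjusted p = 0.0090 from limma). HS replicate 1 held 918 normalized counts and replicates 2 and 3 held 189 and 225. The call was lost without NHS replicate 1, 2 or 3 or HS replicate 2 or 3 (highest adjusted p 0.032), while the log2 fold change stayed between 2.44 and 3.58. The difference from *F33H12.6* was not tested, since the table pairs *CBG26851* with another gene.

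**Figure D2:**
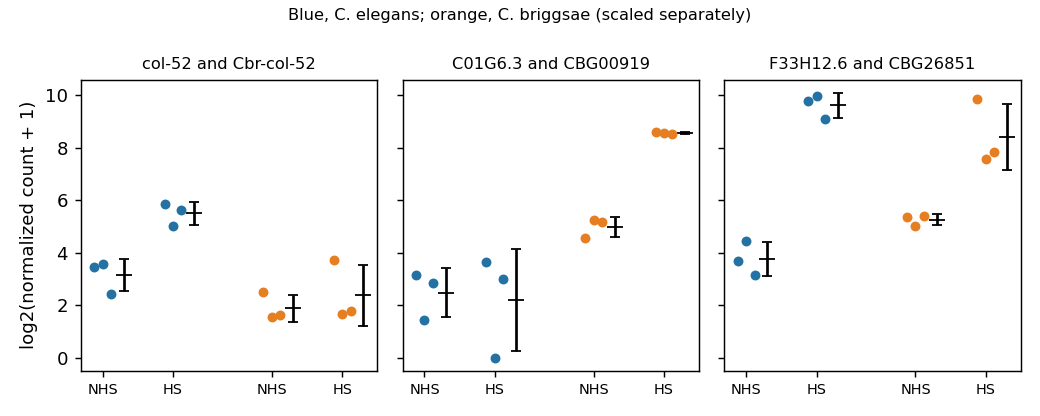
Log2(normalized count + 1) in NHS and HS of 3 gene pairs in *C. elegans* (blue) and *C. briggsae* (orange), with points for replicates and bars for the mean and SD (n = 3). The points of *CBG26851* in HS spread from 189 to 918 normalized counts, and those of *C01G6.3* overlap between NHS and HS.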

Currently, it is unclear if this one shared Hac-HSE example derived from vertical inheritance of an HSE-containing Helitron or arose from transposition of a Helitron after the divergence of *C. elegans* and *C. briggsae*. Overall, these observations are consistent with Helitrons mobilizing since the divergence of *C. elegans* and *C. briggsae* and independently incorporating genes into the HSR.

If the independent mobilization of Helitrons in *C. elegans* and *C. briggsae* has led to distinct species-specific genes being incorporated into the HSR, then the types of Hac-HSE-containing genes up-regulated during heat shock might be expected to differ between species. To test this, we performed gene ontology (GO) analysis of the ‘unique’ Hac-HSE up-regulated orthologs described in Figure 4C. 

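Some collagens and chemoreceptors among *C. elegans* Hac-HSE genes differed from their *C. briggsae* orthologs in their response, and for others no difference was detected. The collagen *col-88* exceeded *Cbr-col-88* (log2 fold change 0.79) by 2.37 on the log2 scale (SE 0.58, adjusted p = 0.0023 from limma). The chemoreceptor gene *srsx-6* rose while *Cbr-srsx-6* fell from 23.1 ± 2.95 to 5.78 ± 0.892 normalized counts (SD, n = 3), a difference of 4.23 (SE 0.45, adjusted p = 2.1e-06). For *srt-28* and *Cbr-srt-28* (log2 fold change 2.12, adjusted p = 0.023) no difference was detected (-0.34, SE 0.69, adjusted p = 0.66). The chemoreceptor gene *srx-31* was listed at 0 in the NHS libraries and at 27.8, 27.0 and 11.0 normalized counts in HS replicates 1 to 3. GO enrichment was not analysed here, as it needs the term annotation.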

Consistent with the GO analysis depicted in Figure 2I, we found that unique up-regulated Hac-HSE-containing orthologs in *C. elegans* are enriched for GO terms associated with collagens and GPCR signaling (Figure 4J). In contrast, unique up-regulated Hac-HSE orthologs in *C. briggsae* are associated with carbohydrate metabolism (Figure 4J). 

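*Cbr-chs-1*, which encodes a chitin synthase, went from 305 ± 16.7 to 679 ± 177 normalized counts (SD, n = 3) in *C. briggsae* (log2 fold change 1.11, SE 0.19, adjusted p = 0.0055 from limma). Its difference from *chs-1* of *C. elegans* was -0.88 (SE 0.29, adjusted p = 0.014), short of the 0.01 used for calls. *Cbr-cpt-1*, for an enzyme that brings fatty acids into mitochondria, rose by 1.79 (SE 0.31) while *cpt-1* had -0.61 (difference -2.40, SE 0.37, adjusted p = 6.3e-05). *CBG18455*, the ortholog of *R11F4.1*, rose by 1.56 (SE 0.15), against 0.10 in *C. elegans* (difference -1.46, SE 0.36, adjusted p = 0.0026). These genes were picked after their values were seen.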

Although many HS-induced Hin-HSE orthologs were not shared between *C. elegans* and *C. briggsae*, the GO term associated with phosphorylation is enriched in the unique Hin-HSE genes from both species (Figure 4J). 

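Chaperone genes with Hin-HSEs in both species rose in both. The disaggregation factor *Cbr-hsp-110* went from 19988 ± 205 to 239073 ± 64046 normalized counts (SD, n = 3), and its log2 fold change of 3.54 (SE 0.19) differed from that of *hsp-110* by -0.61 (SE 0.29, adjusted p = 0.072 from limma, not called). For *aip-1*, whose product aids the proteasome under stress, the log2 fold changes were 3.18 in *C. elegans* and 3.29 in *C. briggsae* (difference -0.11, SE 0.36, adjusted p = 0.79). *CBG19186*, the partner of *hsp-16.1*, rose from 1002 ± 107 to 216857 ± 36761 normalized counts, with a difference from *hsp-16.1* that was not tested since the table lists more than 1 partner. All come from the pairs listed by the authors for a rise in both species, so their joint rise is not independent evidence. These pairs were chosen after their values were seen.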

As expected, shared Hin-HSE orthologs are enriched for terms associated with canonical HSR targets, such as response to topologically incorrect protein, response to heat, and the determination of adult lifespan (Figure 4J). Overall, these results provide further evidence that the independent mobilization of Helitrons in *C. elegans* and *C. briggsae* has resulted in the incorporation of unique genes into the HSR.

### HSEs provided by Helitrons diversify the heat shock response in *C. elegans*

We next asked if re-wiring of the HSR by Helitrons might have occurred in *C. elegans* at the population level. Wild isolates of *C. elegans* were screened for the absence of Helitrons relative to the N2 reference strain by using whole-genome sequencing (WGS) data available from CeNDR (Cook et al., 2017) in conjunction with the structural variant caller Delly (Rausch et al., 2012). From this, HSE-containing Helitrons present in the promoters of three different N2 genes were confirmed to be absent upstream of the same genes in the wild isolates QX1211 and MY16. In the N2 strain, *HelitronY4_CE* sequence provides 96 Hac-HSEs to *nhr-247* (Figure 5A), *HelitronY1A_CE* provides 30 Hac-HSEs to *str-96* (Figure 5B), and *Helitron2_CE* provides 9 Hac-HSEs to *fbxa-102* (Figure 5C). All of these genes associate with HSF-1 and Pol II and increase in expression during HS in N2 (Figure 5A–C and Supplementary files 2 and 3). 

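The nuclear hormone receptor gene *nhr-247* (chromosome V, 15322982 to 15325379) rose from 3.72 ± 2.76 normalized counts (SD, n = 3) in N2 larvae in NHS to 278 ± 118 in HS (log2 fold change 5.95, SE 0.45, adjusted p = 5.5e-05 from limma). The chemoreceptor gene *str-96* (chromosome V, 15292490 to 15293965) rose from 2.94 ± 2.20 to 69.3 ± 24.7 normalized counts (log2 fold change 4.25, SE 0.45, adjusted p = 1.1e-04). The F-box gene *fbxa-102* (chromosome V, 17492077 to 17493832) was listed at 0 in the 3 NHS libraries and at 12.4, 2.08 and 11.0 normalized counts in HS replicates 1 to 3. Its call was lost without NHS replicate 1, 2 or 3 or HS replicate 1 or 3 (highest adjusted p 0.028). No library of the wild isolates was analysed here.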

The Hac-HSEs are the only HSEs within the putative promoter regions of these N2 HSR genes, arguing that their ability to be up-regulated during heat shock is largely dependent upon the presence of Helitrons. As Helitrons are thought to be replicated in place before transposition (Kapitonov and Jurka, 2001), loci lacking Helitrons in wild isolates likely represent the ancestral pre-transposition state. These results suggest that Helitrons have recently mobilized to new regions in *C. elegans* and are actively diversifying the HSR within the species.

**Figure 5.**
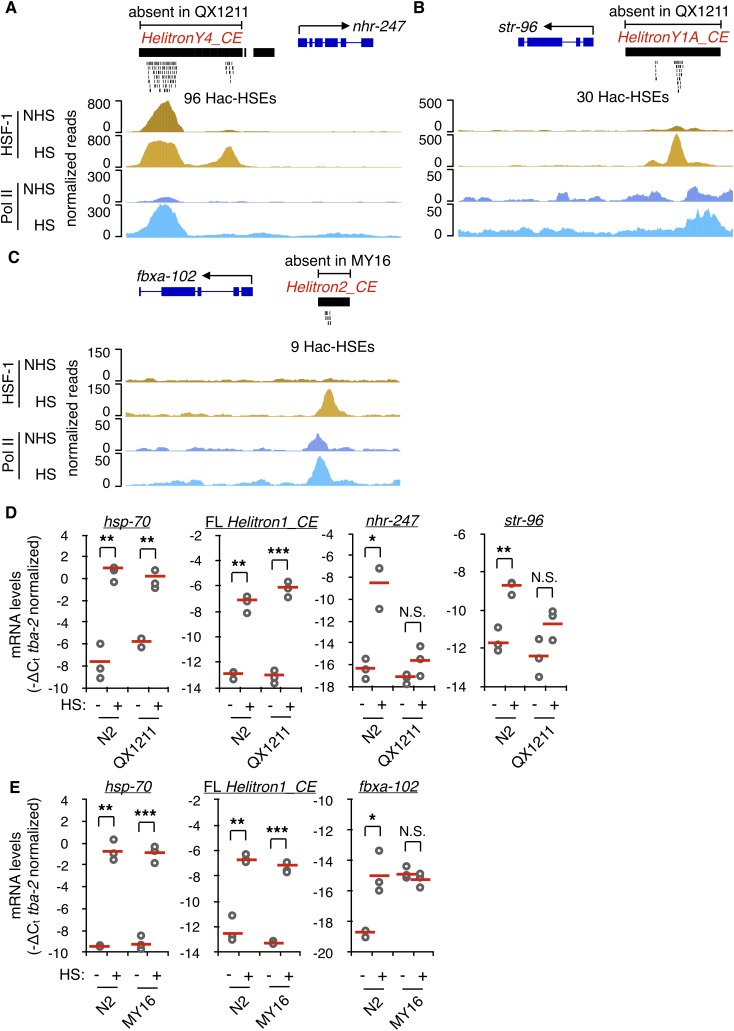
Hac-HSEs diversify the HSR in *C. elegans.* (**A**) Genome browser screenshot depicting the region surrounding the Hac-HSE HSR gene *nhr-247* showing normalized ChIP-seq signal for HSF-1 and Pol II under NHS and HS conditions (ChIP-seq data obtained from Li et al., 2016). *HelitronY4_CE* sequence containing 96 Hac-HSEs is located upstream of *nhr-247* in the wild-type reference strain N2, but is absent in the wild isolate QX1211. (**B**) Genome browser screenshot depicting the region surrounding the Hac-HSE HSR gene *str-96* showing normalized ChIP-seq signal for HSF-1 and Pol II under NHS and HS conditions. *HelitronY1A_CE* sequence containing 30 Hac-HSEs is located upstream of *str-96* in the wild-type reference strain N2, but is absent in the wild isolate QX1211. (**C**) Genome browser screenshot depicting the region surrounding the Hac-HSE HSR gene *fbxa-102* showing normalized ChIP-seq signal for HSF-1 and Pol II under NHS and HS conditions. *Helitron2_CE* sequence containing nine Hac-HSEs is located upstream of *fbxa-102* in the wild-type reference strain N2, but is absent in the wild isolate MY16. (**D**) Scatterplots showing relative mRNA expression levels (-ΔC_t_) determined using RT-qPCR (gray open circles) of *nhr-247* and *str-96* before (NHS) and after heat shock (HS) in N2 worms that have and QX1211 worms that lack upstream Hac-HSEs. Expression levels of the Hin-HSE HSR gene *hsp-70* and *Helitron1_CE* transposase are also shown. RT-qPCR data are normalized to the heat-shock-unchanging housekeeping gene *tba-2.* Data obtained from three independent biological replicates are shown, with their mean values represented using solid red lines. (**E**) Scatterplots showing relative mRNA expression levels (-ΔC_t_) determined using RT-qPCR (gray open circles) of *fbxa-102* before (NHS) and after heat shock (HS) in N2 worms that have and MY16 worms that lack upstream Hac-HSEs. Expression levels of the Hin-HSE HSR gene *hsp-70* and *Helitron1_CE* transposase are also shown. RT-qPCR data are normalized to the heat-shock-unchanging housekeeping gene *tba-2.* Data obtained from three independent biological replicates are shown, with their mean values represented using solid red lines. In N2 NHS worms, *fbxa-102* was undetectable in one biological replicate. For panels D-E, a single asterisk represents p<0.05, double asterisks represent p<0.01, and triple asterisks represent p<0.001 (Welch Two Sample *t*-test). For all genes with the exception of *Helitron1_CE* transposase, one primer in each qPCR primer pair spans an exon-exon junction to ensure detection of mature mRNA levels.

We then compared the heat shock response of *nhr-247, str-96,* and *fbxa-102* in N2 versus the wild isolates that lack Hac-HSEs associated with these genes. While these three genes were strongly up-regulated during HS versus non-HS conditions in N2 (*nhr-247,* 254 fold, p=0.01; *str-96,* 7.0 fold, p=0.006; *fbxa-102,* 8.3 fold, p=0.03; Welch Two Sample *t*-test), their induction was greatly reduced in QX1211 (*nhr-247,* 3.2 fold, p=0.16; *str-96,* 3.6 fold, p=0.07; Welch Two Sample *t*-test) and MY16 (*fbxa-102*, 0.4 fold, p=0.29; Welch Two Sample *t*-test) (Figure 5D–E). The canonical HSR gene *hsp-70* showed similar levels of HS induction in the wild isolates compared to N2, ruling out that a generally attenuated HSR is responsible for the diminished induction of *nhr-247* and *str-96* in QX1211 and *fbxa-102* in MY16 (Figure 5D–E). Additionally, the Helitron Rep-Helicase transposase genes found in full-length copies of *Helitron1_CE* also exhibited similar levels of HS up-regulation in the wild isolates compared to N2, showing that the Helitron HS response is intact in these strains (Figure 5D–E). Altogether, these results demonstrate that Helitrons can provide functional HSEs to adjacent genes and suggest that Helitrons are active agents of evolution that alter the HSR within worm populations.

## Discussion

Here we show that across the genomes of multiple *Caenorhabditis* species, Helitrons provide substantial numbers of binding motifs (HSEs) for HSF-1, a highly conserved transcriptional regulator of the heat shock response (HSR). Remarkably, we find that almost two-thirds of *C. elegans* HSEs reside within Helitrons. Consistent with Helitron-embedded HSEs being functional, many are bound by HSF-1 and display increased levels of Pol II after HS in *C. elegans* and are enriched near HS-responsive genes in both *C. elegans* and *C. briggsae*. Comparison of Helitron positions between *C. elegans* and *C. briggsae,* as well as between wild isolates of *C. elegans,* showed variability in Helitron position, suggesting that Helitrons have mobilized recently and may still be active. Our work demonstrates that Helitrons have significantly shaped the HSR in *C. elegans* by supplying HSF-1 binding sites to dozens of genes and, hence, rewiring their responsiveness to HS.

### Helitron transposons have rewired the *C. elegans* heat shock response

Helitrons comprise ~2% of the *C. elegans* genome (Kapitonov and Jurka, 2001). Of these, there are six full-length autonomous (predicted to encode a transposase and likely replication competent) Helitrons and ~5000 non-autonomous elements that lack protein-coding potential; many of these non-autonomous elements are fragments of full-length autonomous versions (Hubley et al., 2016; Kapitonov and Jurka, 2001). We have found that approximately 19% of the annotated Helitrons contain at least one HSE motif and that almost two-thirds of all *C. elegans* HSEs reside within Helitrons, many of which exist in high-density clusters. These Helitron-acquired HSEs (Hac-HSEs) are capable of recruiting HSF-1 and promoting the expression of proximal genes in response to HS. Thus, while transposase-encoding Helitrons may have initially benefitted from HSEs in their promoter as a way to mobilize upon cellular stress, the widespread Helitron-mediated insertion of HSEs within the *C. elegans* genome now provides heat-shock inducibility to downstream genes. In comparison to Helitron-independent (Hin-HSEs) HSR genes, Hac-HSE associated genes tend to exhibit similar fold changes in HS induction but relatively lower levels in mRNA expression and Pol II occupancy under non-heat-shock conditions. This difference may be attributed to transposon silencing mechanisms, including the formation of repressive chromatin at and around Helitrons (Slotkin and Martienssen, 2007). Consistent with chromatin-based silencing of Helitrons affecting the expression of nearby genes, HSR genes proximal to Helitrons display higher levels of repressive histone marks during non-HS conditions compared to those more distant. It is possible that the high number of HSEs provided by Helitrons helps overcome this repressive landscape by presenting multiple opportunities for HSF-1 binding and transcriptional induction of nearby genes. The potential for Helitrons to trigger silencing of adjacent genes but also enable them to respond to HS further supports a role for these TEs in rewiring gene expression patterns in *C. elegans.*

Mobilization of TEs is inherently mutagenic and the consequence can be deleterious, beneficial, or selectively neutral depending on the insertion position and the sequence provided (Sundaram and Wang, 2018). While it remains to be determined whether Hac-HSEs provide a fitness advantage to the organism by promoting gene expression during HS, several lines of evidence suggest this is possible. Some Hac-HSE genes are associated with phenotypes indicative of roles in stress, show signatures of selection, and share specific GO terms. Importantly, we observe no overlap in the GO term enrichments for Hac-HSE HSR genes versus all Helitron-associated genes. This argues against sequence-biased mechanisms of Helitron insertion as a predominant explanation for the specific GO categories associated with HS-induced Hac-HSE genes. Specifically, genes encoding collagens and G protein-coupled receptors (GPCRs) are enriched in the Hac-HSE class. Both collagens and GPCRs are among the largest gene families in *C. elegans* (Johnstone, 2000; Thomas and Robertson, 2008), potentially providing a rich environment for Helitron-mediated functional divergence to occur. Consistent with roles in the HSR, collagen genes have been previously reported to be up-regulated during heat stress in chicken cells (Sun et al., 2015) and human cells (Li et al., 2018), as well as in *C. elegans* (Brunquell et al., 2018; Schreiner et al., 2019), suggesting that increasing collagen output is a conserved component of the HSR. Likewise, GPCRs are transmembrane receptors with roles in neuronal signaling (Thomas and Robertson, 2008), including the induction of canonical HSF-1 targets in non-neuronal tissues and, hence, thermotolerance in *C. elegans* (Maman et al., 2013). An alternative explanation for the enrichment of collagen and GPCR genes associated with Hac-HSEs is that Helitron promoter insertions are better tolerated for these gene families. Further studies will be needed to determine whether recruitment of these specific collagen and GPCR genes into the HSR is neutral, deleterious, or enhances the ability of *C. elegans* to withstand or recover from heat stress.

### Helitrons have shaped the heat shock response in multiple *Caenorhabditis* species

Roughly half of all up-regulated HSF-1 targets observed in this study have Hac-HSEs, demonstrating that Helitrons have had a significant role in shaping the *C. elegans* HSR. Beyond *C. elegans,* we observed a significant association of HSEs with Helitrons in all examined *Caenorhabditis* species, suggesting that this is a long-standing phenomenon. In contrast, over a broad range of bilateria species for which Helitrons have been identified, we detected no increased correlation between HSEs and Helitrons and no high-density clusters of HSEs. The presence of Hac-HSEs across *Caenorhabditids* led us to ask if Helitrons might be associated with differences in heat-shock-responsive genes within and between species. Similar to *C. elegans*, we found a number of Hac-HSEs upstream of HSR genes in *C. briggsae*. However, with the exception of what appears to be an incompletely annotated autonomous Helitron in *C. briggsae*, none of these HSR genes had upstream Hac-HSEs present in both species. Indeed, we find that in most cases, these orthologs are uniquely heat-shock responsive in the species with upstream Hac-HSEs and lack heat-shock responsiveness in the species without upstream Hac-HSEs. This difference in gene sets that respond to HS is consistent with previous studies that concluded that substantial Developmental System Drift contributes to the divergence in genetic networks associated with the phenotypically very similar *C. elegans* and *C. briggsae* (Verster et al., 2014). In some cases, the evolution of distinct functions for seemingly orthologous genes may be driven by changes in the regulation of their expression (Halfon, 2017). Indeed, it appears that with a single Helitron insertion, new genes have been incorporated into the HSR in a species-specific way. Remarkably, we find this rewiring occurs even between diverse *C. elegans* wild isolates, underscoring the role that TEs may play in providing variation in stress responses within different populations of a species. Intriguingly, it was recently reported that two different isolates of *C. briggsae* (AF16 and HK104) exhibit substantial gene expression differences in response to thermal stress (Mark et al., 2019). It will be interesting to examine if any of these differences might be associated with strain-specific Helitron insertions.

### Helitrons expand the landscape of HSF-1 targets

The impact of Helitron-provided HSEs on gene expression may extend well beyond the HSR. HSF-1 has roles in counteracting other types of stress that result in protein unfolding and aggregation, such as exposure to heavy metals or azide (Labbadia and Morimoto, 2015). In addition to stress responses, HSF-1 has been shown to play essential roles in developmental processes in a variety of organisms, including mice, flies and worms (Christians et al., 2000; Jedlicka et al., 1997; Li et al., 2016; Santos and Saraiva, 2004; Takaki et al., 2006). Furthermore, HSF-1 has been found to support pro-growth transcriptional programs in yeast, worms, and human cancer cells (Li et al., 2016; Mendillo et al., 2012; Solís et al., 2016), suggesting commonalities among non-canonical HSF-1 targets across species (Li et al., 2017). In this study, we increase the number of identified HSF-1 HS-targets from 60 to 119 by considering HSF-1 binding that overlaps with HSE-containing repetitive elements that are normally excluded. Given their prevalence in the *C. elegans* genome, Helitron-provided HSEs have the potential to shape gene expression programs beyond the HSR, such as during other environmental challenges as well as development.

Stress responses, by their nature, allow organisms to adapt to new environments. As a result, it may be evolutionarily advantageous to rapidly rewire genes into stress response pathways. Although we speculate that the HSR was initially co-opted as a selfish way to promote mobilization of parasitic Helitrons upon cellular stress, Hac-HSEs may also provide more genetic variation and opportunities for positive and negative selective pressures to alter the host response to heat shock. By leveraging HSEs found in Helitrons that litter their genomes, *Caenorhabditis* species might be able to harness a single TE-mediated evolutionary innovation rather than needing to evolve HSEs by multiple single-nucleotide changes. We predict that this rewiring of the genes controlled by the otherwise highly conserved heat shock response between and among different *Caenorhaditis* species has the potential to impact *Caenorhabditis* fitness and adaptation to novel stress conditions.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*C. elegans*)	N2			wild-type strain
Genetic reagent (*C. elegans*)	QX1211			Wild isolate
Genetic reagent (*C. elegans*)	MY16			Wild isolate
Genetic reagent (*C. briggsae*)	AF16			wild-type strain
Commercial assay or kit	Illumina TruSeq Stranded Total RNA Library Prep Gold Kit	Illumina	Illumina: 20020598	
Software, algorithm	FigTree v1.4.4	http://tree.bio.ed.ac.uk/software/figtree/		
Software, algorithm	Bowtie2 v2.3.3.1	Langmead and Salzberg, 2012		Sequence alignment
Software, algorithm	MEME v5.0.3	Bailey and Elkan, 1994		Motif finder
Software, algorithm	Tomtom v5.0.2	Gupta et al., 2007		Motif comparison
Software, algorithm	Cistrome	Liu et al., 2011		Generation of heat maps
Software, algorithm	DESeq2 v1.18.1	Love et al., 2014		Differential expression analysis of RNA-seq
Software, algorithm	Delly v0.8.1	Rausch et al., 2012		Genome comparisons
Software, algorithm	bcftools v1.9	Narasimhan et al., 2016		Genome comparisons

### *C. elegans* and *C. briggsae* strains and culture

*C. elegans* and *C. briggsae* were cultured using standard conditions at 20°C (Wood, 1988) unless otherwise noted. The Bristol N2 strain was used as the wild type laboratory strain for *C. elegans* and AF16 for *C. briggsae. C. elegans* wild isolates used are as follows:

QX1211, obtained from an urban garden in San Francisco, CA, USA (37.750198 ° latitude −122.433098 ° longitude) (sampled and isolated by Matthew Rockman)
MY16, obtained from an urban garden in Mecklenbeck, Germany (51.93 ° latitude 7.57 ° longitude) (sampled and isolated by Hinrich Schulenberg)

### ChIP-seq data mapping, peak calling, and normalization

*C. elegans* HSF-1 and Pol II ChIP-seq data were obtained from Li et al. (2016) (GEO Accession Number GSE81523). Histone modification data were obtained from the modENCODE server. Sequencing reads were aligned to a non-repeat-masked version of the *C. elegans* N2 reference genome (ce11) using Bowtie2 v2.3.3.1 (Langmead and Salzberg, 2012) with the command bowtie2 —-no-unal —-very-sensitive. HSF-1 peaks present at either 20°C or 34°C and their summits were called from Bowtie2-aligned reads with the MACS2 v2.1.1 (Zhang et al., 2008) command macs2 callpeak -g ce —-keep-dup auto —-call-summits -q 1e-6 using combined biological replicates and the single input replicate available. To normalize HSF-1 and Pol II ChIP-seq data for comparative purposes, Bowtie2-mapped reads from combined biological replicates were filtered for duplicates using macs2 filterdup -g ce —-keep-dup auto, and the condition with more mapped reads after filtering was randomly sampled down using macs2 randsample so the total number of reads considered were identical between conditions. Finally, pileup of filtered and sampled reads was performed using macs2 pileup with the —-extsize parameter set to the fragment lengths predicted by MACS2 during peak-calling steps.

### Motif identification and scanning

Motifs enriched in 101 bp non-repeat-overlapping HSF-1 summit regions were identified using MEME v5.0.3 (Bailey and Elkan, 1994) using the command meme -mod zoops -dna -revcomp -markov_order 1. The most significant motif identified in HSF-1 peak summits closely resembles the previously-identified HSE motif using the same dataset (Li et al., 2016). To identify motifs present in HSF-1 summit regions overlapping with Helitrons, 101 bp regions centered around HSF-1 peak summits that entirely overlap with annotated Helitrons were also analyzed with MEME. All displayed HSE-like motifs found in Helitron-overlapping HSF-1 peak summits were within the top 10 motifs identified and significantly similar (q < 0.05) to the HSE motif present in non-repeat-overlapping summits determined through the use of Tomtom v5.0.2 (Gupta et al., 2007) with the command tomtom -dist pearson -thresh 0.05 -min-overlap 15. To scan entire *C. elegans* (ce11) and *C. briggsae* (cb4) genomes for HSE locations, MEME-derived output for HSEs obtained from non-repeat-overlapping *C. elegans* HSF-1 peak summits was used with FIMO v5.0.2 (Grant et al., 2011) and the command fimo —-qv-thresh —-thresh 5e-2, which reports identified HSEs with q < 0.05. In *C. elegans*, HSF-1-bound HSEs were defined as those that have at least 14 bp overlap with 101 bp HSF-1 summits. To determine whether the clustering of HSEs could arise by chance, a permutation scan of HSEs was performed by randomly selecting the positions of 18,766 (same number as genome HSEs) 15-mers from the genome, and then looking for pile up by counting their numbers in 1 kb bins. While there are 310 bins with greater than 10 HSEs, there are 0 bins with greater than 10 randomly sampled 15-mers. This results in a significant difference between the two (p<1.0e-15, Fisher's exact test). To identify other transcription factor (TF) binding motifs present in Helitrons, experimentally determined motifs for 129 *C. elegans* TFs (Narasimhan et al., 2015) as well as DAF-16 (Matys et al., 2006; Weirauch et al., 2014) were used in conjunction with FIMO to identify all genomic motifs with p<1.0e-04.

### Calculation of Tajima’s D scores in *C. elegans* and *C. briggsae*

Genome-wide Tajima’s D scores were calculated over 10 kb sliding windows with a 100 bp step size using VCF-kit (Cook and Andersen, 2017). Variation data for 330 *C. elegans* wild isolates were obtained from CeNDR (Cook et al., 2017), and variation data for 37 *C. briggsae* wild isolates were previously published (Thomas et al., 2015).

### Heatmaps, gene plots, and boxplots

Heatmaps were generated using the heatmap tool found at the Cistrome web server (Liu et al., 2011). Boxplots were generated using the boxplot function in R v3.5.1 with outliers removed, and notches represent 95% confidence intervals of the median (R Development Core Team, 2018). Gene plots were generated by determining the number of HSR genes present within 500 bp bins relative to annotated transcriptional start sites and Hac-HSEs. Background levels resulting from chance were determined using R to sample identical numbers of genes and determining their proximity to Hac-HSEs; this process was repeated 100 times, and average numbers were plotted.

### Heat-shock assays

Heat shock of staged *C. elegans* L2s was performed as described in Li et al. (2016) so that our HS RNA-seq experiments could be directly compared to their HSF-1 and Pol II ChIP-seq data. Briefly, starved L1s obtained from bleached embryos were placed on NGM plates and grown at 20°C for 20 hr until mid-L2 stage. Heat-shocked worms were incubated in a 34 ± 0.5°C water bath while non-heat-shocked control worms were kept at 20°C for 30 min before being washed twice in M9 buffer and snap freezing in a dry ice/ethanol bath. Frozen L2 worms were stored at −80°C until total RNA extraction. *C. briggsae* worms were treated in an identical manner for all steps.

### RNA-seq library preparation, sequencing, mapping, and analysis

Total RNA was extracted from frozen L2s using TRIzol reagent and standard protocols that including DNase treatment. 1 μg of extracted total RNA for heat-stressed and control worms (*C. elegans* and *C. briggsae*) was processed using the Illumina TruSeq Stranded Total RNA Library Prep Gold Kit for each sample, with three biological replicates for NHS and HS conditions. Libraries were sequenced using an Illumina HiSeq 4000 sequencer with a run type of SR75. Sequenced reads were mapped to *C. elegans* and *C. briggsae* mRNA transcriptomes using Salmon v0.13.1 (Patro et al., 2017) with default parameters and automatic library type detection enabled (—libType A), which correctly determined a library type of SR. Up-regulated genes in HS-treated versus untreated samples were determined using DESeq2 v1.18.1 (Love et al., 2014) with default parameters and a parametric fit type. Significantly up-regulated genes during heat shock were defined as those with log_2_(fold change)>1 (fold change >2) and an adjusted p-value<0.01.

### RT-qPCR assays

Total RNA was extracted from frozen L2s using TRIzol reagent and standard protocols that included DNase treatment. 1–2 μg of total RNA was used to prepare cDNA using the Invitrogen cDNA prep kit. 16–40 ng of cDNA was used for each qPCR assay, using PowerUp SYBR Green Master Mix and a QuantStudio machine (ABI Biosystems). All qPCR experiments consisted of three technical replicates for each of three biological replicates. Experimental C_t_ values were normalized to those of *tba-2*. Sequences for qPCR primers used are as follows:

*tba-2* F: 5’-GCGCCTTCATGGTCGATAA-3’
*tba-2* R: 5’-GAGACAACCTGGGAGATGATTC-3’
*hsp-70* F: 5’-TTCAATGGGAAGGACCTCAAC-3’
*hsp-70* R: 5’-TGGGACAACATCAACGAGTAAA-3’
*Helitron1_CE* (*Y16E11A.2*) F: 5’-AATCGTCGTGCCAATACCTC-3’
*Helitron1_CE* (*Y16E11A.2*) R: 5’-GTGCTCACCGAGATGTCTGA-3’
*str-96* F: 5’-GTAAACCGAATGCACATGTAACC-3’
*str-96* R: 5’-TGACTGCGATAACTCCAATATCC-3’
*nhr-247* F: 5’-GTCGGAGCCAATTAGGAGTTT-3’
*nhr-247* R: 5’-TGACTGGGAAATGACTGTGATAA-3’
*fbxa-102* F: 5’-CTCGAGACTAAAGACCGAATGAA-3’
*fbxa-102* R: 5’-GTCCGTAGCAGATTTCAAGACTA-3’

### Identification and verification of Helitron position variability in *C. elegans*

Aligned whole-genome sequencing (WGS) data for N2 and wild isolates were obtained from CeNDR (release 20180527) (Cook et al., 2017), and putative deletions in each strain relative to the N2 reference genome were identified using Delly v0.8.1 (Rausch et al., 2012) in conjunction with bcftools v1.9 (Narasimhan et al., 2016). The Delly call command was used to call deletions in each strain individually, and these were merged into a unified site list using the merge command. The Delly call command was then again used to genotype the merged site list across all strains, and all genotyped strains were merged into a single BCF file using the bcftools merge function. The Delly germline filter was then applied to merged genotyped samples using the filter -f germline command. The resulting putative germline deletions were intersected with Helitron positions found in the RepeatMasker track available from the UCSC Genome Browser (genome.ucsc.edu). To verify the presence of Helitrons at specific loci in N2 worms or absence in wild isolates, PCR was performed using primers designed to flank regions of interest. Expected amplicon sizes were verified using agarose gel electrophoresis, and sequences were verified through Sanger sequencing. Sequences for genotyping primers are as follows:

DEL.*HelitronY1A.str-96* F: 5’-AGGCGATCTGGGAAATGAG-3’
DEL.*HelitronY1A.str-96* R: 5’-GCATCAGCAAACAGAGGAAG-3’
DEL.*HelitronY4.nhr-247* F: 5’-TCCCAAACAACGCGAAAC-3’
DEL.*HelitronY4.nhr-247* R: 5’-CAGCGAGTGCAACCAATT-3’
DEL.*Helitron2.fbxa-102* F: 5’-GTTCTTCGTTGGGTCATTCG-3’
DEL.*Helitron2.fbxa-102* R: 5’-CTAGCGTCATGGAAAGGAGT-3’

### Identification of Helitron and HSE loci within genomic datasets

Fasta-formatted genome assemblies with reported RepeatMasker files were downloaded from the UC Santa Cruz (UCSC) genome browser (genome.ucsc.edu) and the *Caenorhabditis* Genome Project (CGP) (v1) (http://www.caenorhabditis.org) (Fierst et al., 2015; Kanzaki et al., 2018; Mortazavi et al., 2010; Slos et al., 2017; Stevens et al., 2019). See Supplementary files 5 and 6 for genome assembly IDs. To identify Helitron genome coordinates, UCSC- and CGP-provided RepeatMasker files were downloaded and filtered for lines containing the keyword ‘helitron’. To identify HSE genome coordinates, a regular expression search was conducted using the degenerate HSE motif, NGAANNTTCNNGAAN, and its reverse complement (Perisic et al., 1989).

### Significance of overlap between HSEs and Helitrons

Coordinates of HSEs and Helitrons were used to identify HSEs that entirely fall within a Helitron element. A binomial probability was calculated that estimates that probability of finding a given number of HSEs within the percentage of the genome that is covered by Helitrons. Significance of deviation from that expected distribution, in which the observed number of HSEs within Helitrons exceeds the expected HSE/Helitron overlap, is represented as a *p*-value (p-value=1 cumulative binomial probability).

### HSE pileups across each genome

For all UCSC and CGP genomes, the number of HSEs in a given region (bin) of the genome was determined using a sliding window approach (window size = 1 kb, step size = 1 kb) for all genome contigs greater than 1 kb in size. For each genome, the number of bins with an HSE count greater than or equal to integers from 1 to 100 were tallied. Data are represented as a cumulative distribution curve (Figure 3B) or in tabular form (Figure 3C, Supplementary files 5 and 6).

### Phylogenetic analyses

Newick-formatted phylogenetic trees were generated for UCSC and CGP genomes (see Supplementary files 5 and 6) and displayed using FigTree v1.4.4 (http://tree.bio.ed.ac.uk/software/figtree/).

## Data Availability

The RNA-seq datasets generated in this study are available at the Gene Expression Omnibus (GEO) under accession number GSE135987. The following dataset was generated: GarriguesJMTsuBVDaughertyMDPasquinelliAE2019C. elegans and C. briggsae HS RNAseqNCBI Gene Expression OmnibusGSE135987 The following previously published datasets were used: ContrinoSSmithRNButanoDCarrAHuFLyneRRutherfordKKalderimisASullivanJCarbonSKephartETLloydPStinsonEOWashingtonNLPerryMDRu-zanovPZhaZLewisSESteinLDMicklemG2012H3K27me3 ChIP from L3 stagemodMinemodEncode_5051 CookDEZdraljevicSRobertsJPAndersenEC2017All available isotypesCaenorhabditis elegans Natural Diversity Resource2018052710.1093/nar/gkw893PMC521061827701074 LiJChauveLPhelpsGBrielmannRMMorimotoRI2016HSF-1 ChIPNCBI Gene Expression OmnibusGSE81523

## Additional files

Supplementary file 1. Transcription Factor motifs in Helitrons. Enrichment of Transcription Factor motifs found within *C. elegans* Helitrons compared to genome-wide occurences.

Supplementary file 2. Heat shock-induced gene expression of L2 stage N2 *C. elegans*. 

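The table gives for each *C. elegans* gene the mean normalized count over the 6 libraries, the log2 fold change of HS over NHS, its standard error, the Wald statistic and the p-values from DESeq2. Its first 1999 of 20213 genes were read here. A positive value means more mRNA after heat shock. The level of a gene bears on its fold change. Of 2919 *C. elegans* genes with a mean from 2 to 10 in the libraries, 637 were up and 14 down, with a median log2 fold change of 1.00 (0.69 with equal totals). Of 4124 genes with a mean of at least 1000, 69 were up and 19 down.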

RNA-seq results showing fold change in gene expression of *C. elegans* subjected to heat shock at 34°C versus control animals at 20°C for 30 min.

Supplementary file 3. *C. elegans* Hin-HSE genes up-regulated by heat shock. List of HSR genes containing Helitron independent HSEs (Hin-HSEs) bound by HSF-1.

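Each gene in the list comes with its position, the number of HSEs upstream of it, its mean normalized mRNA counts in NHS and HS, its mean Pol II and histone mark signals, and a Tajima's D value at the HSF-1 summit. In the copy read here, the sheet itself is named for Hac-HSE genes, and it holds *col-88*, *nhr-247* and *F33H12.6*, so it was used as the Hac-HSE list. Its mean counts for all 60 genes equal the means of the libraries within 0.1% or 0.01 normalized counts.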

Supplementary file 4. *C. elegans* Hac-HSE genes up-regulated by heat shock. 

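The sheet read under this title is named for Hin-HSE genes and holds *hsp-70*, *hsp-110* and *hsp-16.1*, so it was used as the Hin-HSE list. Its mean counts for all 60 genes equal the library means within the tolerance used for the other list. *col-97* is the gene present in both sheets.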

List of HSR genes containing Helitron acquired HSEs (Hac-HSEs) bound by HSF-1.

Supplementary file 5. Presence of HSEs in Helitrons across species. Analysis of HSEs located within annotated Helitrons for species available at the UCSC Genome Browser.

Supplementary file 6. Presence of HSEs in Helitrons in *Caenorhabditis* genomes. Analysis of HSEs located within annotated Helitrons for species available through the *Caenorhabditis* Genome Project.

Supplementary file 7. Heat shock-induced gene expression of L2 stage AF16 *C. briggsae*. 

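The *C. briggsae* table has the columns of its *C. elegans* counterpart, and its first 1999 of 21168 genes were read here. Gene names and positions in *C. briggsae* were taken from it and from the comparison table of both species. Of 2764 genes with a mean from 2 to 10, 85 were up and 10 down, with a median log2 fold change of 0.40 (0.09 with equal totals). Of 4862 genes with a mean of at least 1000, 171 were up and 21 down. Among them *CBG13234* was at 8205 ± 1027 normalized counts (SD, n = 3) in NHS and 1973210 ± 260850 in HS.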

RNA-seq results showing fold change in gene expression of *C. briggsae* subjected to heat shock at 34°C versus control animals at 20°C for 30 min.

Supplementary file 8. Comparison of Hin-HSE and Hac-HSE genes up-regulated by heat shock in *C. elegans* and *C. briggsae*. 

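The table has a sheet for each species, read here with 1461 *C. elegans* and 1016 *C. briggsae* genes. Each gene has its fold change, its ortholog in the other species, whether that ortholog is up, and whether a Hac-HSE or Hin-HSE lies upstream. The pairs compared between species were taken from this table.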

List of HSR genes containing Helitron independent HSEs (Hin-HSEs) and Helitron acquired (Hac-HSEs) in *C. elegans* and *C. briggsae*.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

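Heat shock was measured by RNA-seq in whole L2 larvae of *C. elegans* N2 and *C. briggsae* AF16, with 3 biological replicates at 20 °C (NHS) and 3 after 30 min at 34 °C (HS) in each species, 12 libraries in all. The paper's ChIP-seq, RT-qPCR and wild isolate data were not used here.

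The files hold signal values, normalized counts per gene, which the authors made from total RNA libraries by assigning reads to each species' mRNA transcripts with Salmon 0.13.1 and dividing gene-level estimates by DESeq2 1.18.1 normalization factors of the 6 libraries of that species, as deposited. The paper's methods name default parameters and a parametric fit for DESeq2. One read is worth the same step in most but not all genes of a library, so integer counts were not recovered. Tests that need counts were therefore not run. Depth was estimated as the sum of a library divided by that step, between 28600000 and 52600000 reads. For a comparison at equal depth, the *C. elegans* values divided by that step were rounded and drawn from at random down to the 28600000 reads of the smallest library. One column of the *C. briggsae* file carries a strain name that differs from the others in 1 digit and was taken as NHS replicate 3 of AF16. Columns not used numbered 0. No pair of libraries was identical.

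Values were taken as log2(normalized count + 1), the paper's own pseudocount. Genes with a mean of at least 2 over the 6 libraries of a species were tested with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with a trend and robust variances, two-sided, and Benjamini-Hochberg adjustment over all genes tested. Up and down mean an adjusted p under 0.01 and a fold change above 2, the thresholds of the paper. Each species was fitted by itself. Ortholog pairs came from the paper's comparison table. For pairs with 1 partner on each side, limma was fitted to the joined values with 4 group means, and the difference between the species' log2 fold changes was tested and adjusted over the pairs. The paper's Hac-HSE and Hin-HSE lists were compared by the difference of medians with a two-sided permutation test over genes with 100000 resamples, leaving out *col-97*, which is in both. Shares of gene families were compared with Fisher's exact test. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used. Positions and names of *C. elegans* genes came from the WBcel235 annotation and the paper's tables, which gave a name for 19922 of 20213 genes. In *C. briggsae* the paper's tables named 3583 of 21168 genes, and no annotation was at hand. A genome sequence was not at hand either, so HSEs were not searched.

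In *C. elegans*, 30 gene lists were tested, for cytosolic small heat shock proteins, HSP70 and HSP110, HSP90 and partners, TRiC, the endoplasmic reticulum and mitochondrial unfolded protein responses, proteasome, ribosomal proteins, collagens, chemoreceptors, F-box genes, nuclear hormone receptors, histones, pals genes, detoxification enzymes, C-type lectins, HSF-1 and its inhibitors, yolk and sperm proteins, muscle, intestine, neurons, pharynx, abu genes, germline, molting, small RNA silencing, metal response, oxidative stress, autophagy and reference genes. Counts are given over all genes tested and adjusted over the list alone. Each list was set against all other genes by camera, with a preset correlation of 0.01 between genes and again with the correlation estimated, at an adjusted p under 0.05. In *C. briggsae* too few list members had names, and the lists were not tested.

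The genes named are those the paper names for these experiments, the 10 called genes with the largest log2 fold change each way in each species with groups that do not overlap and a mean of at least 10, up to 4 called members of each list with the largest change, the 5 largest and 5 smallest changes in the Hac-HSE and Hin-HSE lists, their members in the collagen, chemoreceptor, F-box and chaperone lists, and ortholog pairs with Hac-HSEs and a call in both species. The values in the paper's tables had been seen when this rule was written. Of these genes some are given, and genes outside the rule are marked as chosen after their values were seen. *C. briggsae* genes without a name are given by 2 identifiers.

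The alternatives were pseudocounts of 0.5 and 5, no filter, a mean of at least 10, TMM scaling, scaling to equal totals, a term for the replicate number, no minimum fold change, an adjusted p under 0.05, an estimated correlation for the lists, and leaving out each library in turn. The fits were tested on simulated data made with the means and the spread of the NHS libraries, with 200 changed genes in each species. The changed genes were drawn from those with an NHS mean of at least 10, so the detection of changes in weaker genes was not tested. Of simulated 4-fold changes 100% were called in each species, and of 8-fold changes 100% in *C. elegans* and 98% in *C. briggsae*. Simulated 2-fold changes lie at the threshold, and 40% and 48% were called. No unchanged gene was called. In *C. briggsae*, HS replicate 1 differed more from the other HS replicates than NHS replicates did from each other. The median squared difference over the sum was 6.93 and 5.74, against 1.30 to 1.62 in NHS. Detection at that larger spread was not tested, so the simulated shares may be too high for *C. briggsae*. For pairs, 92% of 100 simulated 4-fold differences and 0.43% of the other pairs were called. The pairs were simulated with the means of all libraries of a species and a fixed spread, not that of the NHS libraries. The 100 changed pairs had a mean of at least 10 in both species.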

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

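The tests of sequencing depth, in both species, and of unheated worms in a *C. briggsae* library were chosen only after the result was seen.

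Genes that fell after heat shock are not described in the paper's text. In *C. elegans* 486 genes were down, led by *F18E3.12* and *asp-13*, and in *C. briggsae* 320 were down. With libraries scaled to equal totals, 1329 and 1479 were down, so the size of this group rests on the assumption that most genes keep their level. In *C. briggsae* the number was 68, 99 and 70 without NHS replicate 1, 2 or 3, and 649, 213 and 169 without HS replicate 1, 2 or 3. The 6 libraries of a species allow 10 splits, too few for a share under 0.05. The 1 real split called 2277 *C. elegans* genes up or down and the highest of the others 0, and in *C. briggsae* the 1 real split called 1152 and the highest of the others 0.

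Of 2919 weakly expressed *C. elegans* genes (mean of 2 to 10), which the paper does not describe as a group though Hac-HSE genes such as *fbxa-102* are among them, 637 were up and 14 down after heat shock, and their median rise over NHS was 1.12, 0.83 and 1.13 log2 units in HS replicates 1 to 3. The scaling between libraries does not account for it, since the median log2 fold change stayed at 0.69 with equal totals. Genomic DNA that gave every gene the median gain per kb of the called weak genes is argued against. Of 12519 genes with at least 1 kb of exons, 154 were at 0 in all 3 HS libraries, against 1.7e-09 expected at that gain. The paper's methods include a DNase treatment of the RNA. A smaller or uneven share of DNA was not tested. Reads running on from an induced gene could explain part of the rise. Of the called genes, 15.2% (97 of 637) have an induced gene within 2 kb upstream on the same strand. The share was 2.94% (67 of 2282) of the other genes at this level. Neighbours further away or not called up were not counted, so how much of the rise such reads explain stays open. Depth does not account for it either, since with all 6 libraries thinned to equal reads the lowest median rise of an HS library was 0.85 (replicate 2), and 7.31, 9.00 and 7.19% of genes were at 0 in HS replicates 1 to 3 against 13.6 to 13.9% in NHS. A response of many silent genes to heat stays open and was not tested apart from the treatment itself.

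*C. briggsae* HS replicate 1 stood apart, with 882 genes more than 2-fold from both other HS libraries, 508 higher such as the sperm gene Cbr-spe-4 (124 normalized counts against 46.4 and 40.5) and 374 lower. Unheated worms would leave such genes between the NHS and the other HS libraries, which is argued against for the higher genes, as 426 of 508 (83.9%) lay above every NHS library too, against 25 of 42 and 12 of 26 such genes in HS replicates 2 and 3. It stays open for the lower genes, of which 189 of 374 (50.5%) lay below every NHS library against 97 of 131 and 60 of 76, and for the chaperone gene *Cbr-hsp-110*, at 167014 normalized counts against 289507 and 260698 and at 19828.5 to 20218 in NHS. Depth is argued against, since its estimated reads were within a factor of 1.08 of the other HS libraries. A stronger rise of weakly expressed genes went with it (0.67 log2 units against 0.31 and 0.39, at least 0.29 more), which may reflect a stage or heating that differed between cultures, and the labels give nothing that would tell these apart (without this library 1228 genes were up and 649 down, in place of 832 and 320).

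Fold changes differed between the species in 634 of 1175 ortholog pairs, by a test of the difference itself. In 100 drawn splits of the libraries within species, 2 called as many pairs, the real one included. Mixing HS and NHS takes away the heat response for which these pairs were picked, so the splits say nothing on a difference between species. The highest other split called 1039 and had the real *C. elegans* groups with the *C. briggsae* groups exchanged, so it is the real structure with 1 sign turned. For *C01G6.3* and *CBG00919* the difference was -3.84 (SE 0.97, adjusted p = 0.0029 from limma), with a rise in *C. briggsae* alone. The pairs were picked by the authors for a rise in 1 species or both, and what this adds to such differences was not estimated.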

How the results depend on the processing

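Gene list counts without 1 library and medians without genes at 0 in NHS were chosen only after the result was seen, and the alternatives below before the test results, though the counts with a term for the replicate number were known when the libraries were treated as unpaired.

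In *C. elegans* 1791 genes up became 1129 with a mean of at least 10, where fewer genes are tested, and 2765 with no minimum fold change, and 486 genes down became 1329 with equal totals and 2266 with no minimum. In *C. briggsae* 832 up became 1501 with no minimum and 1459 at an adjusted p under 0.05, and 320 down became 1285, 594 and, with equal totals, 1479. Apart from the looser thresholds, the cause was not tested. Equal totals gave 1480 up in *C. elegans* and 668 in *C. briggsae*. Leaving out 1 library gave 1137 to 1611 up and 338 to 595 down in *C. elegans*, and 348 to 1228 up and 68 to 649 down in *C. briggsae*. The lowest *C. elegans* number up came without HS replicate 1. In *C. briggsae* each NHS replicate and HS replicates 2 and 3 lowered the number up when left out (348, 382, 378, 502 and 430), and HS replicate 1 raised it.

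The lower level of Hac-HSE genes held in every setting run, at -3.91 to -2.72 log2 units in NHS and -3.46 to -2.71 in HS. The difference in log2 fold change, 0.51, reversed to -0.22 (p = 0.47, permutation test) with a pseudocount of 5, since a larger pseudocount lowers the fold changes of weak genes more. It was 0.19 to 0.78 without 1 library. Hac-HSE genes up numbered 50 to 60 and Hin-HSE genes 52 to 60 over the other settings, and 49 to 57 and 47 to 60 without 1 library. *C. briggsae* orthologs up were 4 to 7, *C. elegans* orthologs 6 to 10, Hin-HSE pairs up in both 13 to 22, and differing pairs 509 to 776.

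Of 30 gene lists, 14 were called by camera with the preset correlation and 0 with an estimated one (lowest adjusted p 0.39). With equal totals nuclear hormone receptors (adjusted p = 0.11) and molting genes (0.35) were no longer called, and proteasome (0.0079) and abu genes (0.0080) were. With a term for the replicate number C-type lectins (0.075) and small RNA genes (0.055) were no longer called. Among named genes, leaving out 1 library ended a call in 142 of the cases run, in 37 genes. Pseudocount and scaling ended 17. Across genes, which are not independent replicates, deviations of HS and NHS replicates of the same number from their group means correlated at 0.088, 0.063 and 0.15 in *C. elegans* and at 0.021, 0.078 and 0.067 in *C. briggsae*, and the libraries were not paired. Over genes with a mean of at least 10 the *C. elegans* values were 0.18, 0.16 and 0.29. With a mean of at least 2 or 10, each same-number value lay above those of other numbers in both species. Over genes with a mean of at least 100 the values were 0.37, 0.27 and 0.50 in *C. elegans*, each above those of other numbers, and in *C. briggsae* replicate 1 (0.049) was not. The term for the replicate number gave 1916 up and 627 down in *C. elegans* and 724 and 338 in *C. briggsae*.

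Tests that model counts were not run, since integer counts were not recovered, and the search for HSEs was not run without a genome. Depth limits genes near 0, whose fold changes rest on the pseudocount.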

Differences from the paper's values

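The comparison of the scales of fold changes was chosen only after the result was seen. For *F33H12.6* the fold change was 57.6, against the paper's 21 in its text, and it stayed apart under all 9 alternatives, set before the normalized counts were examined (44.2 to 73.1). For *hsp-70* the log2 fold change was 6.76 and the paper's is 5.06, apart under all 9 alternatives (6.36 to 7.02). For *col-88* it was 3.16 and the paper's is 2.73, within the error with a pseudocount of 5 (2.74) and with equal totals (2.83) and apart under the other 7. For *nhr-247* it was 5.95 and the paper's is 4.68, and for *str-96* 4.25 and the paper's 3.07. Each of these 2 came within the error with a pseudocount of 5 (4.98 and 3.21) and stayed apart under the other 8 alternatives. *fbxa-102* was at 0 in every NHS library, so its fold change is not set beside the paper's. The paper's table values do not share the scale of the ratio of group means. Over the *C. elegans* genes read from its fold change table with a more than 2-fold ratio, the paper's log2 fold change was smaller in size in 100% of genes, at a median of 0.355 times the log2 ratio for genes with a mean of 2 to 10, 0.761 from 10 to 100, 0.934 from 100 to 1000 and 0.865 above that.

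Of the *C. briggsae* orthologs of 38 *C. elegans* Hac-HSE genes, 6 were up, against 3 in the paper. The number was 4, no longer apart, with a mean of at least 10 and without NHS replicate 1 or 2, and 5 to 7 under the other 12 alternatives. The nominal thresholds are those of the paper, but the counts are not like for like. The paper's *C. elegans* fold changes are smaller for weak genes, as given above, and those of *C. briggsae* were not compared in this way. Weak genes are among the 6, such as *Cbr-hpo-2* (0 in NHS and a mean of 4.97 normalized counts in HS). How much the scale adds to the difference stays open.

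In *C. elegans* 1791 genes were called up here, against 1462 in the paper, and in *C. briggsae* 832 against 1017. The paper used DESeq2 and limma was used here, and why the counts differ in opposite directions was not tested. The paper counts all genes of its Hac-HSE and Hin-HSE lists as up, and 58 of 60 were called in each here. *col-162* and *irg-1*, and *nex-2* and *rnh-1.3*, were not called. All 60 Hac-HSE genes were called with a term for the replicate number and at an adjusted p under 0.05, and all 60 Hin-HSE genes at an adjusted p under 0.05 and without HS replicate 3. The text counts 27 pairs with Hin-HSEs up in both species, while the comparison table lists 22, of which 18 were called up in both here. The paper's text pairs *CBG26851* with *F33H12.6*, found by BLASTP, while its comparison table pairs it with *F52G3.4*. Both *C. elegans* genes rose here (5.85 and 6.66).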

Other observations

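The comparison of F-box genes and the scan of gene families were chosen only after the result was seen.

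In heat-shocked *C. elegans* the median log2 fold change was above 0 for ribosomal protein and muscle genes and below 0 for neuron and molting genes, also with equal totals. As deposited, 1 gene up and 1 down were the calls among them. Of 79 ribosomal protein genes 79 had a fold change above 0, with a median log2 fold change of 0.46, which is 0.42 above that of all genes (0.10 with equal totals, still 0.42 above), and 77 had an unadjusted p under 0.05 while 0 passed the 2-fold limit in limma. In 12 body wall muscle genes the median was 0.42, 0.38 above that of all genes, with 0 called and 12 at an unadjusted p under 0.05. In 12 neuron genes the median was -0.46, or -0.49 relative to all genes, with 0 called (2 down with equal totals) and 11 at an unadjusted p under 0.05. The median of 12 molting genes was -0.96, with 1 up, *nas-36* (1.37, SE 0.13), and 1 down, *mlt-10* (-1.49), which lost its call without NHS replicate 3 or HS replicate 1 or 2 (highest adjusted p 0.017, with 0 down each time), while 2 were down without HS replicate 3. The median of 15 small RNA silencing genes was -0.22, with 0 called and 11 at an unadjusted p under 0.05. Camera called these lists with the preset correlation (adjusted p = 3.4e-16, 3.5e-04, 1.7e-04, 0.026 and 0.049 in that order), and none with an estimated correlation (adjusted p = 0.42, 0.39, 0.39, 0.64 and 0.39). Molting genes lost the camera call with equal totals (adjusted p = 0.35) and small RNA genes with a term for the replicate number (adjusted p = 0.055). Of 9 intestine, 6 pharynx and 8 germline genes, limma called 0, with 6, 5 and 2 at an unadjusted p under 0.05 and camera adjusted p of 0.98, 0.64 and 0.98. Counts adjusted over the list alone were the same in these 8 lists.

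Of 24 pals genes measured, a family induced by intracellular infection, 8 were up and 0 down (8 adjusted over the list alone, 5 with equal totals), with a median 1.08 above that of all genes, among them *pals-20* (8.51 ± 2.50 to 71.7 ± 22.1 normalized counts, SD, n = 3, log2 fold change 2.92, SE 0.31) and *pals-38* (2.41). Of 181 C-type lectin genes 42 were up and 2 down (42 and 2 adjusted over the list alone), with 23, 25 and 27 up without HS replicate 1, NHS replicate 1 and NHS replicate 3, 1 down without NHS replicate 1, and *clec-203* (6.05, SE 0.47) and *clec-183* (4.45) with the largest changes. Among genes with a mean of at least 10, the number of lectins up was 17. The median of the lectins was 0.26, turning to -0.09 with equal totals, and 0.23 above that of all genes in both. Camera adjusted p were 3.5e-04 and 0.049 (adjusted p = 0.39 and 0.42 with an estimated correlation), and the lectins lost the call with a term for the replicate number (adjusted p = 0.075). Of 183 detoxification enzymes 16 were up and 5 down (15 and 4 adjusted over the list alone), with *gst-8* (4.00) the largest rise and *cyp-35A4* (-2.55) the largest fall. Without HS replicate 1, NHS replicate 1 and NHS replicate 3, 9, 10 and 9 were up, and 3 were down without HS replicate 1 or NHS replicate 3 and 8 without HS replicate 3. Camera did not call them (adjusted p = 0.22). With equal totals 10 were up and 20 down. Of 72 histone genes 4 were up and 3 down (the same numbers adjusted over the list alone, adjusted p = 0.11), with *his-42* at 2.64 and *his-31* at -1.51. Of 11 abu genes 2 were up, *abu-10* (1.53) and *abu-11*, which lost its call without any 1 library but HS replicate 2 (highest adjusted p 0.040). The number was 1 without NHS replicate 2 or 3 or HS replicate 1 or 3, and 1 adjusted over the list alone (camera adjusted p = 0.11).

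Nuclear hormone receptors went both ways, with 16 up and 23 down of 244 (16 and 22 adjusted over the list alone). The largest rises were those of *nhr-241* and *nhr-247*, both Hac-HSE genes, with *ZK1037.13* between them (6.51), followed by *nhr-2* (5.36, SE 0.33). The median was -0.18 relative to all genes (camera adjusted p = 0.025, or adjusted p = 0.39 with an estimated correlation). A scan of 164 families named by the letters of their symbols, 328 one-sided Fisher tests, gave 4 families with an excess of genes that fell at an adjusted p under 0.01. These were nuclear hormone receptors (23 of 243, odds ratio 3.80, adjusted p = 3.4e-05), globins (8 of 34, 11.0, adjusted p = 1.7e-04), neuropeptide-like genes (10 of 70, 5.95, adjusted p = 8.9e-04) and cuticlin-like genes (6 of 29, 9.26, adjusted p = 0.0033). With equal totals the numbers down were 37, 17, 25 and 7. The number of receptors down was 15 without NHS replicate 1. Of the F-box families, fbxb had 13 of 45 up (odds ratio 3.59, adjusted p = 0.010, above the limit), fbxa 14 of 151 (0.898, adjusted p = 1) and fbxc 2 of 33 (0.567, adjusted p = 1). For fbxa the number was 8, 9 and 9 without NHS replicate 1, 2 or 3, 6 without HS replicate 1 and 23 without HS replicate 3. The scan gave 8 families with an excess of genes that rose at the same limit, namely clec, hsp, col, srw, srt, srg, srsx and oac. In that order 42, 12, 36, 15, 13, 16, 11 and 13 were up. Among genes with a mean of at least 10 the numbers were 17, 12, 29, 3, 8, 5, 6 and 9. The scan was not matched for level, and weakly expressed genes rose more often in general. Of the O-acyltransferase family oac, 13 of 40 rose (odds ratio 4.26, adjusted p = 0.0032), with 7, 8, 8 and 7 up without HS replicate 1 and NHS replicates 1, 2 and 3.

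The low level of Hac-HSE genes was set against 1676 other genes called up in *C. elegans*, whose median log2(normalized count + 1) was 1.75 in NHS. The Hac-HSE median of 2.97 lay above the middle 95% of 10000 random lists of 59 such genes (1.13 to 2.70), and neither outcome written for that test was met. The comparison cannot rank Hac-HSE genes among induced genes, since the sets were chosen by unlike tests. The paper's lists rest on fold changes that are smaller for weak genes, while limma called up 637 genes with a mean of 2 to 10. The Hin-HSE median of 6.21 lay far above the same range. Among the Hin-HSE genes are 8 small heat shock protein and HSP70 or HSP110 genes. How much each list adds to the gap between them stays open, for the same reason.

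Families of Hac-HSE genes were compared with the same 1676 genes. Collagens and chemoreceptors made up 11 of 59 Hac-HSE genes (18.6%) and 193 of the others (11.5%), an odds ratio of 1.76 (Fisher's exact test, p = 0.10), so their presence may follow from the rise of these families in general. F-box genes made up 6 of the 59, among them *fbxa-48* and *fbxb-117*, against 24 of the others (odds ratio 7.79, p = 3.8e-04 by the same exact test). This may exceed what a general rise of the family gives, though here too the others were called by a different test. The exact test takes genes as independent. Yet *fbxb-117* and *fbxb-60* lie close together on chromosome V (from 19282614 and 19297810). So do *fbxa-47* and *fbxa-48* on chromosome III (from 2229992 and 2266980), so the p-value may be too small. Whether Helitrons insert more often near F-box genes could not be tested without their positions.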
